# Adaptation of the transcriptional response to resistance exercise over 4 weeks of daily training

**DOI:** 10.1096/fj.202201418R

**Published:** 2022-12-05

**Authors:** Mark R. Viggars, Hazel Sutherland, Hermann Lanmüller, Martin Schmoll, Manfred Bijak, Jonathan C. Jarvis

## Abstract

We present the time course of change in the muscle transcriptome 1 h after the last exercise bout of a daily resistance training program lasting 2, 10, 20, or 30 days. Daily exercise in rat tibialis anterior muscles (5 sets of 10 repetitions over 20 min) induced progressive muscle growth that approached a new stable state after 30 days. The acute transcriptional response changed along with progressive adaptation of the muscle phenotype. For example, expression of type 2B myosin was silenced. Time courses recently synthesized from human exercise studies do not demonstrate so clearly the interplay between the acute exercise response and the longer‐term consequences of repeated exercise. We highlight classes of transcripts and transcription factors whose expression increases during the growth phase and declines again as the muscle adapts to a new daily pattern of activity and reduces its rate of growth. *Myc* appears to play a central role.

**Abbreviations**
Amd1: Adenosylmethionine decarboxylase 1
Ankrd1: Ankyrin repeat domain 1
AP‐1: activator protein 1
Arntl: brain and muscle Arnt like factor 1
ATF: activating transcription factor
Bgn: Biglycan
bHLH: basic helix–loop–helix
Clock: Circadian locomoter output cycles protein kaput
Col1a1: Collagen Type I alpha 1 chain
Col3a1: Collagen Type III alpha 1 chain
CPN: common peroneal nerve
Creb: cAMP response element‐binding protein
CSA: cross‐sectional area
DEG: differentially expressed gene
EDL: extensor digitorum longus
Ehd: EH domain containing 1
Fos: Fos proto‐oncogene, AP‐1 transcription factor subunit
Hmox1: Heme oxygenase 1
IPG: implantable pulse generator
Jund: JunD proto‐oncogene, AP‐1 transcription factor subunit
Lox: Lysyl oxidase
Max: MYC‐associated factor X
Mef2c: myocyte enhancer factor 2C
MoTrPAC: Molecular Transducers of Physical Activity Consortium
Mt‐atp: mitochondrial encoded ATP synthase subunit
Mt‐co: mitochondrial encoded cytochrome c oxidase
Mt‐nd: mitochondrial encoded NADH: Ubiquinone Oxidoreductase core subunits
Myc: MYC, basic helix loop helix transcription factor
Myh: Myosin heavy chain
Nfatc3: nuclear factor of activated T cells 3
Npas2: neuronal PAS domain protein 2
PCA: principal component analysis
Phkg1: phosphorylase b kinase
Pygm: glycogen phosphorylase
SOM: Self Organizing Map
TA: tibialis anterior
Tcf3: transcription factor 3
USF1: upstream transcription factor 1

## 1 INTRODUCTION

Intermittent resistance exercise training of skeletal muscle provides mechanical and metabolic overload that induces hypertrophy and increases maximum force.^1^, ^2^ Maintained muscle strength reduces the risk of metabolic diseases and premature mortality and facilitates independent living in older life.^3^, ^4^, ^5^ Muscle hypertrophy requires changes in gene expression that increase cell growth and translational capacity and suppress negative regulators of those processes.^1^, ^2^ Chronic overload by synergist muscle ablation,^6^, ^7^, ^8^ electrical stimulation under repeated anesthesia,^9^, ^10^ or conditioned squat like exercises^11^ have been used to investigate the hypertrophic response. However, they differ from typical human resistance training comprising sets of intermittent loaded contractions.^12^ Instead, they induce a continuous static load, or training distributed in time (especially if effort is linked to a food reward), or the repeated stress of anesthesia. The NIH‐funded Molecular Transducers of Physical Activity Consortium (MoTrPAC) has not so far included a pre‐clinical animal model of resistance exercise training toward their goal of mapping the molecular responses to exercise. We present data from a new model based on programmed co‐contraction of lower limb muscles in rats. We refer to “SpillOver” exercise in text and figures because activation of the ankle dorsiflexors by electrical stimulation of the entire common peroneal nerve is adjusted to spill over to the adjacent tibial nerve to provide controlled resistance to those dorsiflexors by partial antagonistic activation of the plantarflexors.

Microarray and RNA‐sequencing technologies have uncovered the most influential or most differentially expressed gene transcripts (DEGs) across acute and chronic training datasets, sex, and length of training in humans.^13^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^, ^20^ However, no study has assessed the time course of changes in the transcriptome as muscle adapts to an ongoing hypertrophic stimulus. Recent studies inferred some aspects of the time course of changes in the acute transcriptomic response to resistance exercise in blood and muscle^21^ through meta‐analyses of acute and long‐term responses. Here, we characterize the precise time course of hypertrophic adaptation to repeated acute resistance exercise as muscle is trained and accommodates to the resistance exercise stimulus, in the sense that the acute response is reduced, and compare our data with those inferred time courses. Two studies show the time course of gene expression during hypertrophy after synergist ablation, but they suggest a process of overload, degeneration, and repair rather than adaptation.^7^, ^8^

There are complex interactions between the time course of the acute response to an exercise bout over a few hours, and the longer‐term responses that occur over days or weeks of repeated exercise. We measured progressive changes over 30 days in the acute transcriptional response 1‐h after a 20‐min resistance training session delivered once per day. Such daily exercise produces hypertrophy of the TA muscle, that slows after approximately 20 days. After that time even though daily resistance training is continued, there is no further muscle growth. We presume, then, that the cellular processes for hypertrophy decline because of changes in the muscle that reduce the internal stimulus for growth despite ongoing daily exercise.

We used RNA‐sequencing to characterize the genes, pathways, and networks associated with this time course of muscle hypertrophy. We hypothesize that genes or gene families whose response to an acute exercise session is up or downregulated in the early sessions of training, but then returns to near control levels over the 30‐day time course will include important regulators for inducing or suppressing muscle growth. Network analysis identified the basic helix–loop–helix domain (bHLH) transcription factor (TF) *Myc*, as a master regulator of the transcriptional regulation of hypertrophy. Its expression in response to acute resistance exercise declines as the muscle becomes adapted to a new pattern of daily training and stops growing.

## 2 MATERIALS AND METHODS

### 2.1 Experimental design

The animal experiments were conducted under the provisions of the Animals (Scientific Procedures) Act 1986 and approved by the British Home Office (PA6930221). Forty‐seven male Wistar rats were group‐housed with 2–3 per cage maintaining an alternating 12 h light 12 h dark cycle. The mean age when euthanized was 23 ± 2 weeks. Mean pre‐ and post‐body masses were as follows for sham surgery (376 ± 33 g to 390 ± 36 g, *n* = 5), 2 days of training (487 ± 72 g to 480 ± 69 g, *n* = 7), 10 days of training (412 ± 66 g to 423 ± 59 g, *n* = 12), 20 days of training (433 ± 101 g to 472 ± 89 g, *n* = 10), and 30 days of training (447 ± 74 g to 503 ± 74 g, *n* = 13). No significant differences were present between groups pre‐training. The sham surgery group had significantly lower body mass than the 30‐day training group sham group post‐training (*p* = .046), likely attributed to their shorter experimental timecourse and therefore reduced body fat accumulation.

### 2.2 Resistance training protocol & pattern

Animals received 1 session per day of SpillOver resistance training in the left hind‐limb via stimulation from an implanted pulse generator (IPG) as previously described,^22^ for 2, 10, 20, or 30 days or underwent sham surgery. Training was conducted within the first 2 h of the relatively inactive light cycle of the rat. Briefly, for high load (SpillOver) exercise to elicit slight stretch under load, the dorsiflexor muscles, tibialis anterior (TA), and extensor digitorum longus (EDL), received supramaximal activation via a cathode placed underneath the common peroneal nerve (CPN), while the anode was positioned underneath the tibial nerve and the stimulation current was adjusted if necessary by remote programming, to recruit enough of the gastrocnemius, plantaris, and soleus (plantarflexor muscles) to provide resistance against the contraction of the dorsiflexors.

After the initial programming, daily training was delivered automatically by the IPG and consisted of an initial 10 seconds of preparatory stimulation at a low frequency (F = 4 Hz, phase width = 258 μs, current = approximately 1 mA), followed by 5 sets of 10 tetanic contractions at 100 Hz. Each contraction lasted for 2 s with 2 s rest between contractions and 2.5 min of rest between sets. The stimulation was delivered only in the left hind‐limb, so muscles of the right hind‐limb act as unstimulated contralateral controls. Stimulation with these settings and the amplitude chosen to balance dorsiflexion and plantarflexion described above was well‐tolerated by all animals without further anesthesia or sedation. Regular observations during daily training across the time course revealed no adverse behavioral signs.

### 2.3 Electrical stimulation

Silicone encapsulated radio frequency controlled implantable pulse generators (IPGs) (MiniVStim 12B, Competence Team for Implanted Devices, Center for Medical Physics and Biomedical Engineering, Medical University Vienna, Austria) were used to deliver impulses. These IPG's are an advanced development of the previously described 12A version^23^ offering additional functionality crucial for this study. With approximately cylindrical dimensions of 20 mm length and 16 mm diameter, the implant was well tolerated by the rats, as known from previous studies.^22^, ^24^ In contrast to the previous 12A version, the 12B version was controlled wirelessly via an external programming device and an Android driven tablet computer (Xperia Tablet Z, Sony Corporation, Tokyo, Japan). This allowed for fine adjustment (8‐bit resolution) of the stimulation amplitude individually for each animal. After initial setup, the customized stimulation pattern was transferred to the implant, enabling automatic daily delivery of SpillOver stimulation to the targeted nerves. To optimize the temporal accuracy of the autonomously operating IPG's, the internal clock‐frequency of the microprocessor was measured by the control software and used to adjust the register values of the stimulation patterns to compensate for temporal deviations. This process was performed during every transfer of a stimulation pattern and enabled a temporal accuracy of approximately ±1% (i.e., delivering stimulation every 24 h would yield to a deviation of less than ±15 min between two training sessions). The electronic circuit was connected to a lithium 1/3 N battery (170mAh), thus offering an expected lifetime of ~ more than 6 months with the daily stimulation pattern noted above and a typical pulse amplitude of 1.2 mA.

### 2.4 Surgical procedure

Animals were anesthetized during implant procedures by inhalation of a gaseous mixture of isoflurane in oxygen at approximately 3% for induction and 1%–2% for maintenance. Once anesthetized, a subcutaneous injection of Enrofloxacin (5 mg/kg‐1 body mass) (Baytril®) and an intramuscular injection of Buprenorphine (0.05 mg/kg‐1 body mass) (Temgesic, Indivior, Slough, UK) into the right quadriceps were administered with strict asepsis maintained throughout the procedure. The IPG's were implanted into the abdominal cavity accessed by a lateral incision through the skin and peritoneum, between the rib cage and pelvis on the left side of the animal. A polyester mesh attached to the IPG was incorporated into the suture line closing the peritoneum, securing the device against the abdominal wall. Two PVC‐insulated stainless‐steel electrode leads (Cooner Sales Company, Chatsworth, California, USA) with terminal conductive loops, were fed through the peritoneal incision and tunneled under the skin to the lateral side of the upper left hind‐limb. A second incision was made through the skin and biceps femoris muscle to give access to the CPN under which the cathode was placed (to stimulate the dorsiflexors). The anode was placed in the muscular tissue deep to the tibial nerve about 5 mm distal to its bifurcation from the sciatic nerve to allow SpillOver stimulation to produce additional partial activation of the plantarflexors to resist the contraction of the dorsiflexors. All incisions were closed in layers and 7 days were allowed for recovery from surgery before the start of the training protocol.

### 2.5 Muscle sampling, preservation, and RNA isolation

Animals were euthanized using rising concentrations of carbon dioxide, followed by cervical dislocation 1 h post their last exercise bout. TA muscles from both hind limbs were immediately harvested, cleaned of excess connective tissue, and weighed. The mid‐belly of the TA was cut out, placed on cork for transverse sectioning, and frozen in melting isopentane above liquid nitrogen for histological analysis. The rest of the muscle was flash‐frozen in liquid nitrogen for subsequent RNA‐extraction. Approximately 200 mg of the muscle was added to 2 ml MagNA Lyser Green Bead screw‐capped tubes, prefilled with 1.4 mm (diameter) ceramic beads as supplied (PN:03358941001, Roche, Germany) and 1 ml of Trizol (Thermo Fisher Scientific Inc, Waltham, USA). Samples were homogenized using a MagNA Lyser (Roche Diagnostics, Germany) for 40 s at 6 m/s before being placed back on ice. This was repeated five times with 3 min on ice between each repeat to ensure complete disruption of the muscle sample. RNA was extracted using the standard Tri‐Reagent procedure with chloroform/isopropanol for phase separation and precipitation of RNA, with further washing with 75% ethanol. RNA pellets were resuspended in DEPC‐treated water (Thermo Fisher Scientific Inc, Waltham, USA).

### 2.6 RNA library preparation & sequencing

Libraries were constructed from 100 ng of total RNA with Poly‐A tail enrichment of mRNA using NEBNext® Ultra™ II Directional RNA Library Prep with Sample Purification Beads kit, #E7765S (New England Biolabs, MA, USA) as per manufacturers guidelines, by Bart's and the London Genome Centre at Queen Mary, University of London. The resultant‐barcoded libraries were sequenced on an Illumina NextSeq 550 using paired‐end sequencing of 150 bp. Over 12 million reads were achieved per sample. QA/QC data are available in Supplementary File 1.

### 2.7 Bioinformatic processing

FastQ files were imported to Partek® Flow® Genomic Analysis Software Partek Inc. (Missouri, USA) for pipeline processing. Pre‐alignment QA/QC was performed on all reads prior to read trimming below a Phred quality score of 25 and adapter trimming. STAR alignment 4.4.1d was used to align reads to the Rattus Norvegicus, Rnor_6.0 genome assembly.^25^ Aligned reads were then quantified to the Ensembl transcriptome annotation model associated with Rattus Norvegicus Rnor 6.0, release 99_v2. Transcript expression was normalized using DESeq2 median of ratios^26^ and DEGs identified through the Partek® Flow® DESeq2's binomial generalized linear model with Wald testing for significance between conditions set at *p* < .01. Data are presented as fold change ± confidence intervals or log^2^ fold change ± confidence intervals.

### 2.8 Functional analysis & network visualization

Biological interpretation of filtered/selected gene lists was performed in Partek® Flow® Genomic Analysis Software to identify associated KEGG pathways.^27^ To visualize groups of genes with similar temporal changes in gene expression across the time‐course studied, we implemented Self Organizing Map (SOM) profiling of the change in mean gene expression within each condition using Partek Genomics Suite V.7.0 (Partek Inc. Missouri, USA). For normalization, mean Deseq2 values for each group were produced for each gene. The mean of all groups was then shifted to 0 and scaled to 1 standard deviation. SOM plots are presented as normalized expression values (group – mean of all groups). DAVID functional annotation analysis was performed on each SOM and is provided in supplemental file 2. Venn Diagram Analysis was performed using Partek® Flow® and using the VIB/UGent Venn online tool, http://bioinformatics.psb.ugent.be/webtools/Venn/. Publicly available data were taken for comparison from the following studies.^7^, ^8^, ^11^, ^17^, ^19^ HOMER (v4.11) motif analysis was performed on DEGs at each training timepoint, to identify enrichment of known motifs (6–12 bp long) in the gene body and up to 2 kb upstream of the transcription start site. GeneMANIA multiple association network analysis^28^ was performed in Cytoscape 3.8.2 and interaction networks were selected based on physical protein interactions, shared pathways, and shared protein domains.

### 2.9 Immunohistochemistry and MyoVision 2.0 analysis

Histological samples were sectioned at 10 μm from the mid‐belly of the TA and labeled with 2 antibody mixtures to assess fiber size and myonuclear content in all four fiber types. Solution 1 consisted of antibodies against dystrophin (#PA5‐32388 Thermofisher Scientific) (1:200), type IIB myosin (DSHB: BF‐F3) (1:100), and type IIA myosin (DSHB: SC‐71) (1:100) in immunobuffer (IB): PBS (10 mM phosphate pH 7.4, 150 mM NaCl), 50 mM glycine (Merck 1.02401_1000), 0.25% BSA, 0.03% saponin (Sigma S‐7900), 0.05% sodium azide. Solution 2 consisted of antibodies against dystrophin (#PA5‐32388 Thermofisher Scientific) (1:200), type IIX myosin (DSHB: 6H1) (1:100), and type I myosin (DSHB: BA‐D5) (1:100) in IB and were all later counterstained with DAPI for myonuclear identification. Images were captured under 20x magnification using a widefield fluorescent microscope (Leica DMB 6000, Wetzlar, Germany). Multiple images of the whole TA cross section were automatically stitched together using the tilescan feature in the Leica Application Suite and transferred to the MyoVision 2.0 program for myofiber detection and subsequent morphological and fiber‐type‐specific characterization as described previously.^24^

### 2.10 Statistical information

Muscle mass data are presented as the % change between the left experimental hind‐limb and right internal contralateral control hind‐limb for overall muscle mass (mg/kg bodyweight), fiber CSA, that is, the absolute difference expressed as a percentage of the control limb value. The resultant percentage changes were then compared via one‐way ANOVA, followed by Tukey's post hoc analysis to confirm differences between groups. For body mass and fiber type‐specific analysis, absolute values of fiber type proportion, fiber CSA, were compared between groups using one‐way ANOVAs, followed by Bonferroni post hoc analysis to confirm differences between groups. Significance was set at *p* < .05 for all morphological statistical analyses, performed in GraphPad Prism 9.0 software. All data are presented as mean ± standard deviation (SD).

## 3 RESULTS

### 3.1 Daily training leads to progressive hypertrophy, increased mitochondrial content, and changes in myosin heavy chain isoforms

As previously reported in a separate study,^24^ daily SpillOver training results in a progressive increase in muscle mass after 2 (4.2 ± 3.3%, *p* = .37), 10 (13.1 ± 5.2%, *p* < .0001), 20 (16.1 ± 4.2%, *p* < .0001), and 30 days (17.1 ± 5.9%, *p* < .0001), compared with sham surgery (−0.9 ± 1.4%). The increase in muscle mass plateaus between 10 and 30 days of training (*p* = .23), (Figure 1D). Fiber cross‐sectional area (CSA) progressively increases after 2 (1.1 ± 3.7%, *p* = .99), 10 (3.6 ± 6.4%, *p* = .77), 20 (8.8 ± 2.6%, *p* = .04), and 30 days (18.7 ± 7.5%, *p* < .0001), compared with sham surgery (0.1 ± 2.1%), (Figure 1E).

**FIGURE 1:**
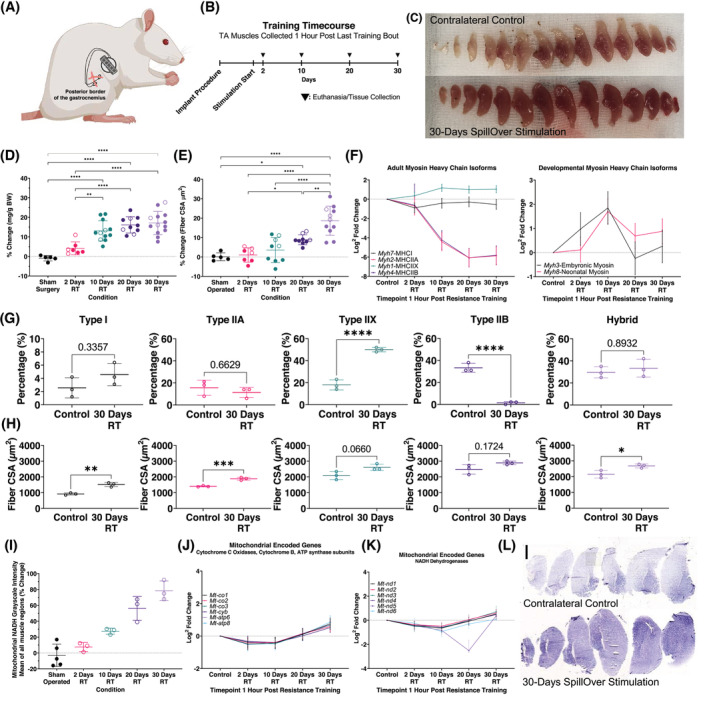
Morphological, mitochondrial, and MyHC isoform adaptations to resistance training. (A) An IPG within the peritoneal space supplied electrodes passed subcutaneously to the left hindlimb. The anode under the tibial nerve and the cathode under the CPN produced supramaximal activation of the dorsiflexors including the tibialis anterior muscle, with co‐contraction of the plantarflexors to provide appropriate resistance. (B) Timecourse of training and daily training pattern. (C) Representative image of transverse tibialis anterior muscle slices, top (right limb, contralateral control), bottom (left limb, 30 days of training). Left to right (distal to proximal). (D) Percentage changes in muscle mass between trained and untrained contralateral control TA muscles in mg/g/body weight across timecourse of training with Tukey post‐hoc analysis. (E) Average percentage changes in fiber cross‐sectional area between trained and untrained contralateral control TA muscles with Tukey post‐hoc analysis. (F) Log^2^ fold changes in adult and developmental myosin heavy chain isoform mRNA. (G) Percentage changes in myosin heavy chain isoforms, assessed by immunohistochemistry. (H) Percentage changes in fiber type‐specific cross‐sectional area. (I) Percentage changes in mitochondrial NADH‐TR staining averaged across all muscle regions (12 cross sections per muscle) between left stimulated and the right unstimulated contralateral control tibialis anterior muscles across the timecourse of training with Tukey post hoc analysis. (J) Log^2^ fold changes in mtDNA encoded gene expression. (K) Log^2^ fold changes in mtDNA encoded NADH dehydrogenase gene expression. (L) Representative image of whole TA cross‐sections stained with NADH‐TR, top (contralateral control), bottom (30 days of training). Left to right (distal to proximal). The black scale bar indicates 2 mm. Morphological Data: *p ≤ .05. **p ≤ .01. ***p ≤ .001. ****p ≤ .0001. Mean ± standard deviation. mRNA Data: log^2^ fold changes ± confidence intervals from DeSeq2 analysis available in Supplementary File 1.

The fiber type distribution after 30 days of training was assessed immunohistochemically with the average cross‐sectional area of each fiber type (Figure 1G,H). Figure 1F shows the mRNA abundance of adult and developmental myosin heavy chain isoform transcripts (*Myh1‐4, 7, and 8*) via RNA‐sequencing across the time course of training. 

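RNA from tibialis anterior of 12 rats, 3 per time point, was sequenced from the trained left muscle and from the contralateral right muscle, giving 24 samples. Following the legend of Figure 2, the 12 contralateral muscles formed 1 control group and each trained group held 3 muscles. The authors aligned the reads to Rnor_6.0, quantified them to Ensembl transcripts and deposited a value for each of 20027 transcripts. Those values are TPM-type: they are scaled for transcript length and add up to the same total in every sample, so they keep no sequencing depth, and the precision that depth gives is unknown. Because the paper's methods name median-of-ratios normalization, each sample's values were divided here by such a factor, which lay between 0.778 and 1.14. This step was chosen after the deposited totals had been seen and before any fold change was computed, and results on the values as deposited are given wherever they change a call. Changes were tested with limma on log2(value + 1) for the 13452 transcripts with a value of at least 1 in at least 3 samples, with Benjamini-Hochberg adjustment, and fold changes on that scale understate the change of low transcripts. No transcript in the deposited table is labelled Myh1 or Myh2. The table assigns 6 transcripts on chromosome 10 to Myh4, including those from 53713938 to 53738031, from 53740841 to 53764610 and from 53778662 to 53801603. In the gene order of a newer rat assembly, GRCr8, the neighbours along this cluster are Myh3, Myh2, Myh1, Myh4 and Myh8, which places the first at Myh2, the second at Myh1 and the last at Myh4. These genes belong to one family, and how reads were split among them was not examined.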

The main change was the increase in type IIX fibers after 30 days of training (18 ± 4.59% vs. 50 ± 4.1%, *p* < .0001), with a decline in the proportion of type IIB fibers (33.33 ± 4.04% vs. 1.4 ± 1.22%, *p* < .0001) (Figure 1G). At the mRNA level, type IIX myosin (*Myh1*) expression increased after 10, 20, and 30 days, versus control levels (~1 log^2^ fold change, *q* < .01), with no difference between each training time point. 

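The transcript at the position of Myh1 had a value of 4916 ± 1321 (SD, n = 12) in control muscles and 6278 ± 499 (SD, n = 3) after 2 days of training. It reached 11070 ± 587 after 10 days, a log2 fold change of 1.22 (standard error 0.20, adjusted p = 7.96e-05). At 20 and 30 days the log2 fold changes were 1.04 and 1.08 (adjusted p = 6.81e-04 and 5.84e-04). Set against its own contralateral muscle, with animal as a block, the rise at 2 days passed the threshold (0.78, adjusted p = 0.0136) and that at 30 days did not (0.60, adjusted p = 0.0669). Direct contrasts between successive trained groups gave -0.18 from 10 to 20 days and 0.04 from 20 to 30 days (adjusted p = 0.925 and 0.987).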

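For MyHCIIB, the transcript at the position of Myh4 had a value of 6656 ± 958 (SD, n = 12) in control muscles. Its log2 fold change after 2 days was -0.68 (standard error 0.46, adjusted p = 0.307). By 10 days the value was 355 ± 276 (SD, n = 3), a log2 fold change of -4.52 (standard error 0.46, adjusted p = 1.41e-07), and it was -6.17 (standard error 0.46, adjusted p = 2.25e-09) at 20 days and -6.54 (standard error 0.46, adjusted p = 3.29e-09) at 30 days.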

In line with our immunohistochemical analysis, MyHCIIB (*Myh4*) gene expression remained unaltered after 2 days of training (−0.61 log^2^ FC, *p* = .21) but then declined sharply after 10 (−4.22 log^2^ FC, *q* < .0001), 20 (−6.07 log^2^ FC, *q* < .0001) and 30 days of training (−5.81 log^2^ FC, *q* < .0001). 

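The same transcript had a value of 98.8 ± 52.9 (SD, n = 3) after 20 days and 119 ± 147 (SD, n = 3) after 30 days. The direct contrast gave a log2 fold change of -0.38 (standard error 0.58, adjusted p = 0.921), a difference smaller than the spread between replicates.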

There was no difference in this transcript between 20 and 30 days suggesting that downregulation of this transcript had plateaued at a level of ~5000 reads per million, (Figure 1F). Such selective regulation of myosin isoform transcripts, especially between the 2B and 2X isoforms is remarkable. 

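At the position of Myh2, the transcript had a value of 1003 ± 211 (SD, n = 12) in control muscles, and its log2 fold changes were -0.19, 0.20, -0.18 and 0.10 at 2, 10, 20 and 30 days (adjusted p = 0.531, 0.545, 0.631 and 0.806). Another Myh4 transcript runs on chromosome 10 from 53781239 to 53848347 and overlaps the one at the position of Myh4. It fell from 3251 ± 533 (SD, n = 12) to 55.4 ± 69.2 (SD, n = 3), with log2 fold changes of -0.75, -4.61, -6.13 and -6.59.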

MyHCIIA gene expression (*Myh2*) decreased progressively in relation to control muscles after 2 (−0.71 log^2^ FC, *p* = .14), 10 (−4.41 log^2^ FC, *q* < .0001), 20 (−6.08 log^2^ FC, *q* < .0001), and 30 days training (−5.87 log^2^ FC, *q* < .0001), respectively. Figure 1F shows similar patterns for MyHCIIA (*Myh2*) and MyHCIIB myosin (*Myh4*) expression, suggesting a coordinated regulatory mechanism.

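Embryonic myosin, Myh3-201 (chromosome 10 from 53621375 to 53645194), had a value of 7.21 ± 1.95 (SD, n = 12) in control muscles, 14.1 ± 3.16 after 2 days and 25.8 ± 20.4 after 10 days (SD, n = 3 each). Its log2 fold change was 0.89 (standard error 0.34, adjusted p = 0.0643) at 2 days and 1.33 (standard error 0.34, adjusted p = 0.00658) at 10 days. Before rescaling, the change at 2 days passed the threshold (1.00, adjusted p = 0.0374). It was -0.19 at 20 days and 0.22 at 30 days. The rise at 10 days rested on single muscles: without replicate 1 it was 1.12 (adjusted p = 0.0708) and without replicate 2 it was 0.71 (adjusted p = 0.161).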

Embryonic (*Myh3*) and neonatal myosin (*Myh8*) expression remained low at all time points (less than 10 reads per million) despite a small increase in embryonic myosin after 2 (*q* < .001) and 10 days of training (*q* < .0001), before returning to control levels. As expected of the myogenic program, increases in neonatal myosin heavy chain occurred after embryonic expression, reaching significance after 10 (*q* < .001), 20 (*q* < .001), and 30 days (*q* = .001). 

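Neonatal myosin, Myh8-201 (chromosome 10 from 53818818 to 53918524), had a value of 5.45 ± 1.73 (SD, n = 12) in control muscles and was highest after 10 days, at 17.6 ± 5.68 (SD, n = 3), a log2 fold change of 1.54 (standard error 0.23, adjusted p = 2.94e-05). The log2 fold change was 0.62 (standard error 0.23, adjusted p = 0.0694) at 20 days and 0.82 (standard error 0.23, adjusted p = 0.0164) at 30 days. With time-matched controls the change at 30 days did not pass the threshold (0.52, adjusted p = 0.293). It did not pass on the values as deposited either (0.62, adjusted p = 0.0643), nor without trained replicate 2 or 3 (adjusted p = 0.0812 and 0.0758). At 20 days the change passed without replicate 3 (0.82, adjusted p = 0.0440). At 30 days the fit with animal as a block gave an adjusted p of 0.269.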

Despite significant fold changes, the mRNA reads for these genes were less than 10 per million and so probably have little influence on the function: this highlights the absence of a degeneration/regeneration cycle in this model, as histological assessment showed previously.^24^

Fiber type‐specific measurements of fiber area revealed that all fiber types hypertrophied in response to the 30 days of training, type I (918.8 ± 69.7 μm^2^ vs. 1514 ± 134 μm^2^ (~65%), *p* = .0022), type IIA (1405 ± 44.9 μm^2^ vs. 1883 ± 92.6 μm^2^ (~34%), *p* = .0008), type IIX (2023 ± 171.6 μm^2^ vs. 2611 ± 201.3 μm^2^ (~29%), *p* = .0199), type IIB, (2476 ± 298 μm^2^ vs. 2888 ± 115.8 μm^2^ (~17%), *p* = .018) and hybrid fibers (2154 ± 237.6 μm^2^ vs. 2684 ± 124.9 μm^2^ (~25%), *p* = .024). The percentage change was highest in the smallest type I fibers (~65% increase), by contrast with fast fibers (21–34% increase), Figure 1H. With the almost complete shift from IIB (*Myh4*) to IIX (*Myh2*) myosin heavy chain isoforms as assessed through immunohistochemistry and RNA‐sequencing, it may be that IIX fibers did not hypertrophy to as great an extent as reported above because some naturally larger type IIB fibers had transformed to become part of the IIX population. Control IIB fiber CSA (2476 ± 205.2 μm^2^) was only slightly lower than trained IIX fibers (2611 ± 201.3 μm^2^, *p* = .006), resulting in a 9.8% increase, rather than a 29% increase in fiber CSA for type IIX, suggesting that in this model in which all fibers are activated equally and simultaneously, slower fibers show the greatest hypertrophy.

NADH‐TR grayscale intensity representing mitochondrial enzyme activity across all muscle regions progressively increased after 2 (7.5 ± 5.7%, *p* = .85), 10 (27.4 ± 3.8%, *p* = .03), 20 (56.1 ± 15.1%, *p* < .0001), and 30 days (78.2 ± 12.4%, *p* < .0001), compared with sham surgery (−2.9 ± 14.1%), with no difference between 20 and 30 days (*p* = .2891), (Figure 1I,L). The near linear increase in NADH staining did not, however, correspond to changes in mRNA levels for mitochondrial encoded Complex proteins, Mitochondrial Encoded Cytochrome C Oxidase I, II, and III (*Mt‐co1*, *Mt‐co2*, *Mt‐co3*) cytochrome b (*Mt‐cyb*), ATP Synthase Membrane Subunit 6 (*Mt‐atp6*), ATP Synthase Membrane Subunit 8 (*Mt‐atp8*) and mitochondrial encoded NADH: Ubiquinone Oxidoreductase core subunits 1–6 (*Mt‐nd1‐6*), Figure 1J,K. *Mt‐co1‐3*, *Mt‐cyb*, and *Mt‐atp8* were downregulated (*q* < .05) after 2 days by a log^2^ fold change between −0.31 and − 0.7. 

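The mitochondrial genome's mRNAs made up 32.1% ± 4.34 (SD, n = 12) of all values in control muscles and 26.7% ± 1.88 (SD, n = 3) after 2 days. Of the 12 mRNAs named, the log2 fold changes at 2 days lay between -0.49 and -0.19, and 0 passed the threshold. Mt-co1 came nearest, at -0.46 (standard error 0.17, adjusted p = 0.0553), and passed it on the values as deposited (-0.34, adjusted p = 0.0449). A control library, replicate 1 at 30 days, held 44.2% mitochondrial mRNA. Without it, a setting chosen after its values were seen, 4 of the 12 passed at 2 days, namely Mt-co1, Mt-atp8, Mt-nd1 and Mt-nd2. As a set, the mitochondrially encoded mRNAs were lower at 2 days with camera (median -0.40, 0 of 13 genes above 0, adjusted p = 0.00207), though not with fry or an estimated correlation (adjusted p = 0.0571 and 0.586).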

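After 10 days, log2 fold changes of the 12 named mitochondrial mRNAs lay between -0.96 and -0.37, and 7 passed the threshold: Mt-co3, Mt-cyb, Mt-nd1, Mt-nd2, Mt-nd4, Mt-nd5 and Mt-nd6. The lowest was Mt-nd6, at -0.96 (standard error 0.20, adjusted p = 0.00115). With time-matched controls none of these 7 passed, and that for Mt-nd6 was -0.70 (adjusted p = 0.0581). Before rescaling, 6 passed, without Mt-cyb (adjusted p = 0.0519). Without trained replicate 1, 2 passed, and without replicate 2, 3. Animal as a block left 1, Mt-nd6. Mt-co3 and Mt-cyb were near the threshold and also failed without a filter on low values (adjusted p = 0.0571 and 0.0541), with an unadjusted p under 0.01 as the threshold, and, chosen after seeing the data, with a pseudocount of 0.1 or an intensity trend.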

At 10 days, *Mt‐co1‐3*, *Mt‐cyb*, and NADH dehydrogenase subunits 1–6 (*Mt‐nd1‐6*) were downregulated versus control (*q* < .05), with a log^2^ fold change between −0.39 and − 0.93. After 20 days, expression returned to control in all mitochondrial encoded genes except NADH dehydrogenase subunit 5 which was significantly lower than at all other time points (−2.51 log^2^ fold change, *q* < .05). 

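Mt-nd5 had values of 4888, 4547 and 4792 in the 3 muscles trained for 20 days and 5680 ± 1908 (SD, n = 12) in control muscles. Its log2 fold change was -0.21 (standard error 0.19, adjusted p = 0.514), and none of the 12 named mRNAs passed the threshold at 20 days. At 10 days Mt-nd5 had a lower value, 3175 ± 571 (SD, n = 3).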

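At 30 days, 10 of the 12 named mitochondrial mRNAs passed the threshold, and all 12 had log2 fold changes above 0, from 0.13 to 0.88. Mt-co1 rose by 0.79 (standard error 0.17, adjusted p = 0.00250). Mt-nd5 and Mt-nd6 did not pass (0.41 and 0.13, adjusted p = 0.145 and 0.725). These calls depended on the controls. Against the 3 time-matched controls 0 of the 12 passed, and Mt-co1 was at 0.50 (adjusted p = 0.157). Of these 3, replicate 1 had an Mt-nd5 value of 11434. With it left out, chosen after its values were seen, 7 passed against the time-matched controls and 11 against the pooled ones, Mt-nd5 among the latter (0.51, adjusted p = 0.00375). Without trained replicate 2 or replicate 3, 5 passed in each case. Before rescaling 9 passed, without Mt-nd4 (adjusted p = 0.0729). With animal as a block 0 passed, Mt-co1 having an adjusted p of 0.219.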

Significant upregulation of any of these mitochondrial genes 1‐h post‐exercise only occurred after 30 days of training (*q* < .001), consisting of 0.5–0.75 log^2^ fold changes, except for NADH dehydrogenase subunits 5 and 6 that did not differ from control levels, (Figure 1J,K). It is possible that the early increases in the oxidative capacity implied by increased NADH‐TR staining may be regulated by increased protein stability and a reduction in proteolysis of mitochondrial components.^29^

### 3.2 Self‐organizing mapping reveals five distinct temporal clusters of gene expression during hypertrophy

Principal component analysis (PCA) on all identified gene transcripts showed clustering of gene transcript responses with respect to training and the length of training (Figure 2A). All contralateral control samples clustered together independent of the length of training in the contralateral, unexercised limb. 

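In a principal component analysis of the 13452 tested transcripts, the 12 control muscles lay between -26.94 and -15.69 on the first component and the 12 trained muscles between 9.92 and 41.91. Controls of the same time point differed by a root mean square of 0.429 (log2, 12 pairs) and those of different time points by 0.444 (54 pairs). A limma F test of the 4 control groups of 3 found 3 of 12445 transcripts with an adjusted p under 0.05, and 1154 with an unadjusted p under 0.05. Ciart and Dbp were among the 3, and were singled out after their values were seen.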

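The first component held 30.6% of the variance and the second 11.0%. Without a log, on the values as deposited, the first component held 73.6%. Muscles trained for 2 and 10 days differed by a root mean square of 0.487 (log2), those trained for 10 and 20 days by 0.466 and those trained for 20 and 30 days by 0.458. Further apart, those trained for 2 and 20 days differed by 0.538, for 2 and 30 days by 0.576 and for 10 and 30 days by 0.509, while replicates differed by 0.436 to 0.462. Direct contrasts found 161 transcripts changed between 2 and 10 days, 3 between 10 and 20 days and 3 between 20 and 30 days, with 1725, 1103 and 918 at an unadjusted p under 0.05. Other contrasts, added after the values were seen, compared the change from the contralateral muscle between time points, with animal as a block. They found 3, 0 and 0, with 1070, 1086 and 630 at an unadjusted p under 0.05, and carry the noise of both muscles. In contrasts of time points further apart, chosen after these values were seen, 784 transcripts had changed between 2 and 20 days, 1533 between 2 and 30 days and 273 between 10 and 30 days. On the values as deposited they were 862, 3035 and 1725. Set against the contralateral muscles, with animal as a block, they fell to 64, 135 and 6, with 2052, 2203 and 1391 at an unadjusted p under 0.05. Single muscles moved them too. Without replicate 2 or 3 of 2 days the first was 274 or 394 and the second 627 or 922. Without replicate 1 of 20 days the first was 463, and without replicate 3 of 30 days the second was 982. The third was 72 or 107 without replicate 1 or 2 of 10 days and 133, 131 or 99 without replicate 1, 2 or 3 of 30 days.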

Acute responses after 2 and 10 days of training were similar, but there is distinct separation between 2 and 10 days versus 20 and 30 days, and further division between 20 and 30 days across PC1 (66.43%), (Figure 2A). DeSeq2 normalization and differential expression analysis identified DEGs with a cut off at (*q* < .05) across the timecourse of adaptation. Figure 2B shows that, from the 20 027 gene transcripts identified across all tibialis anterior samples, 2398 were differentially expressed at the 2‐day timepoint, and 71.3% were upregulated. 

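After 2 days, 3087 of 13452 tested transcripts had changed, 1696 higher and 1391 lower, so that 54.9% were higher. The values as deposited gave 2838, with 74.9% higher. Leaving out 1 trained muscle moved the count most, to 1351 without replicate 2, and without replicate 3 the count was 1997. Animal as a block gave 2058. Among transcripts past the threshold with a mean of at least 50 in either group and all 3 trained muscles outside the range of the controls, Ankrd1 and Otud1 rose most, with log2 fold changes of 6.92 and 5.71, and Gpd1 and Igfbp5 fell most, with -1.87 and -1.77.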

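At 10 days, 3063 transcripts had changed, 1707 higher (55.7%) and 1356 lower. The count was 2716 on the values as deposited, with 76.4% higher. Without trained replicate 1 the count was 1959. Blocking by animal gave 1876. Of the transcripts changed at 2 days, 1822 had changed in the same direction and 6 in the opposite one. Across transcripts, which are not independent replicates, the fold changes at 2 and 10 days had r = 0.782, where simulated unchanged groups set against the same 12 controls gave 0.191.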

A similar pattern was present after 10 days, with 71.3% of 2218 DEGs upregulated. 

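By 20 days, 2231 transcripts had changed, 1253 higher (56.2%) and 978 lower. The values as deposited gave 1785, with 61.6% higher. Animal as a block gave 1559. By the same rule as at 2 days, Atf3 and Nr4a3 rose most, with log2 fold changes of 4.68 and 4.51.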

After 20 days, the number of DEGs decreased to 1755, and only 54.4% were upregulated. 

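After 30 days, 2156 transcripts had changed, 1165 higher (54.0%) and 991 lower. This split depended on the scaling. On the values as deposited, where every sample has the same total, 2985 had changed, 606 higher (20.3%) and 2379 lower, and the median log2 fold change of all tested transcripts was -0.18, against -0.01 after median-of-ratios scaling. The 10 most abundant transcripts held 43.9% ± 1.63 (SD, n = 3) of the values at 30 days and 35.5% ± 3.36 (SD, n = 12) in control muscles. A filter on a mean value of at least 10, chosen after seeing the data, also turned the majority to lower, with 46.5% of 1121 higher. Leaving out trained replicate 2 gave 1302 and leaving out replicate 3 gave 1304. Animal as a block gave 1041 changed transcripts.

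**Figure D1:**
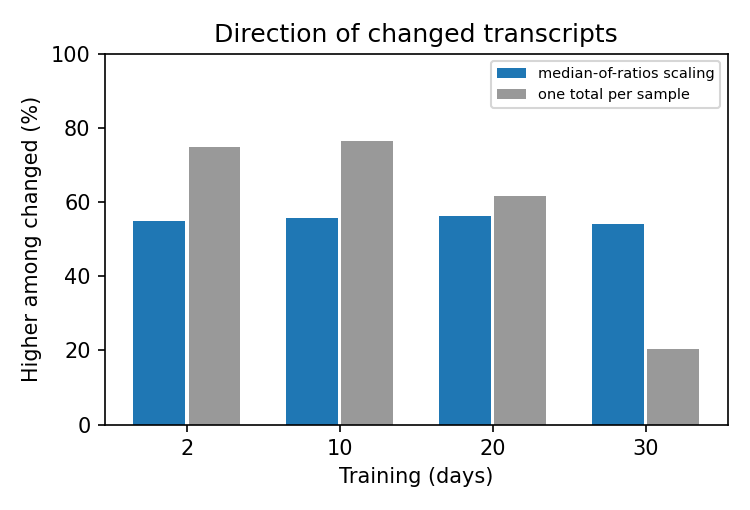
Share of changed transcripts that were higher in trained than in control muscles (percent, vertical axis) by days of training (horizontal axis), after median-of-ratios scaling and on values with one total per sample. At 30 days the bars stand at 54.0% and 20.3%.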

After 30 days of training, acute exercise upregulated only 484 genes (17.1%) and downregulated 2828 (82.9%) genes (Figure 2B). 

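At all 4 time points, 818 transcripts had changed in the same direction, 536 higher and 282 lower. The values as deposited gave 559, time-matched controls 387 and animal as a block 462. In 20 simulations of unchanged groups set against the same controls, no transcript passed at all 4. None passed at any pair of time points either, so these simulations cannot show how far shared controls raised the count of 818.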

Across all timepoints, we identified 519 DEGs that were always responsive to exercise, 66.5% of which were upregulated, Figure 2C.

**FIGURE 2:**
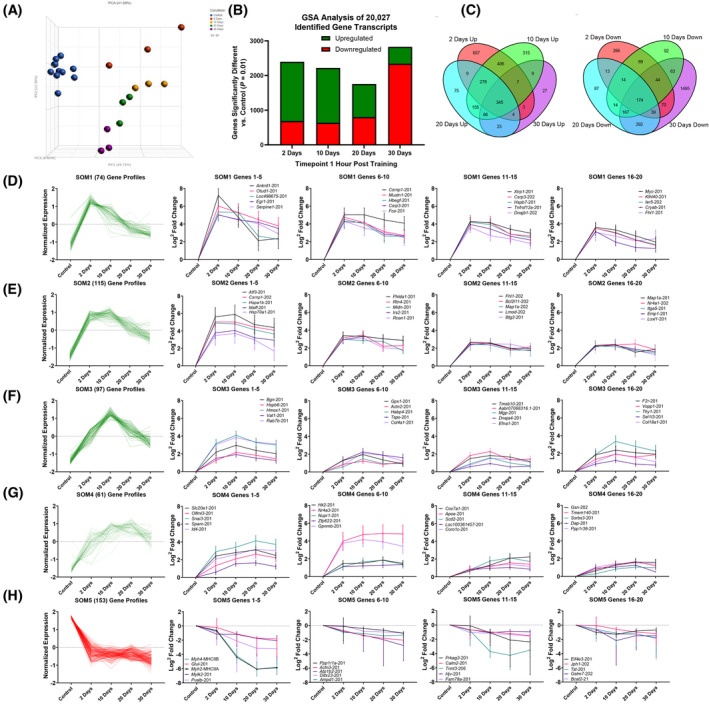
Clustering of the patterns of change in gene expression with daily resistance exercise. (A) Principal components analysis (PCA) of control (blue), 2 days of resistance training (red), 10 days of resistance training (yellow), 20 days of resistance training (green), 30 days of resistance training (purple). PC1 accounted for 19.7% of the variance in the data, PC2 12.4% and PC3, 9.6%, respectively. (B) 20027 different gene transcripts were identified across all samples, and these were filtered following differential gene set analysis between the control group (*n* = 12) and each SpillOver resistance training group (*n* = 3) at each timepoint. (C) DEGs that are common among comparisons. (D–H) The top 500 DEGs across all timepoints from (B), formed five distinct clusters following self‐organizing mapping (SOM) temporal analysis illustrated by the mean (green line plot) and individual data points (gray) for control, 2, 10, 20, and 30 days of SpillOver training. Division into five clusters was based on the inflection point of the minimum centroid distance between clusters, that is, where differences between a larger number of clusters become negligible. SOM1 = 74, SOM2 = 115, SOM3 = 97, SOM4 = 66, SOM5 = 174). The top 20 genes, by order of significance are plotted for each SOM across our timecourse of resistance training. Data are presented as log^2^ fold changes ± confidence intervals.

We performed unsupervised hierarchical clustering of the top 500 DEGs across the timecourse versus control samples and found good similarity of fold changes between samples from the same timepoint, and clear temporal trajectories of expression in the DEGs between 2, 10, 20, and 30 days that was not observed in control samples (Figure 2D–H). SOM temporal analysis of these 500 genes produced five main temporal patterns or clusters containing 74, 115, 97, 61, and 153 genes, respectively. A full list of DEGs at each timepoint (Figure 2B), Venn diagram analysis (Figure 2C), and genes identified by SOM cluster analysis with functional enrichment analysis (Figure 2D–H) can be found in Supplementary Files 1 and 2.

### 3.3 Pathway enrichment of training status‐dependent and training status‐independent responses after a bout of resistance exercise

Pathway enrichment analysis was performed on DEGs at each timepoint and then ordered by fold change and significance, Figure 3. A full list of significantly altered pathways is in Supplementary File 2. Genes associated with “ribosome,” “proteasome,” and “protein processing in endoplasmic reticulum” were upregulated 1‐h post‐exercise after just 2 days of training, probably reflecting the early requirement for increased ribosomal content, translational capacity, and protein synthesis.^30^, ^31^, ^32^ The latter two pathways with “ribosome biogenesis in eukaryotes” are downregulated 1‐h post‐exercise after 20 and 30 days of training which may indicate the reduced stimulus for growth. 

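KEGG gene lists were not used here, and sets written from gene symbols stood in for them, tested with camera at its preset inter-gene correlation of 0.01. Cytoplasmic ribosomal proteins had a median log2 fold change at 2 days of 0.33 (71 of 78 genes above 0, adjusted p = 1.35e-07), proteasome subunits of 0.15 (37 of 45 genes above 0, adjusted p = 0.00133) and ER protein processing of 0.22 (63 of 79 genes above 0, adjusted p = 1.98e-06). At 30 days the medians of proteasome subunits, ER protein processing and ribosome biogenesis were 0.04, -0.05 and -0.06, and none passed the threshold. Ribosome biogenesis was lower at 10 days, -0.15 (25 of 71 genes above 0, adjusted p = 0.0118). Over all 15 sets and 4 time points, 35 of 60 tests passed with camera and 31 with fry, but 4 with an estimated correlation. Only focal adhesion, at all 4 time points, passed with an estimated correlation. Splits of the same samples into groups of 12 and 3 gave as many sets in 2 of 100 cases at 2 days, 23 at 10 days, 75 at 20 days and 38 at 30 days, the real one included. Before rescaling, ribosome biogenesis passed at 30 days (-0.27 against -0.18 for the other genes, adjusted p = 0.0168).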

There is consistent upregulation of “Epstein Barr virus infection,” “salmonella infection,” “phagosome,” “antigen processing and presentation,” “amoebiasis” and “lysosome,” indicative of the immune/inflammatory response previously reported after exercise.^8^, ^33^ Alongside these inflammatory response pathways, “focal adhesion” was always transcriptionally responsive to exercise, independent of training status, and has been well characterized in terms of muscle adaptation, costamerogenesis, load‐activated phosphorylation cascades (integrin signaling), muscle stiffness, and regulation of insulin sensitivity.^34^, ^35^

**FIGURE 3:**
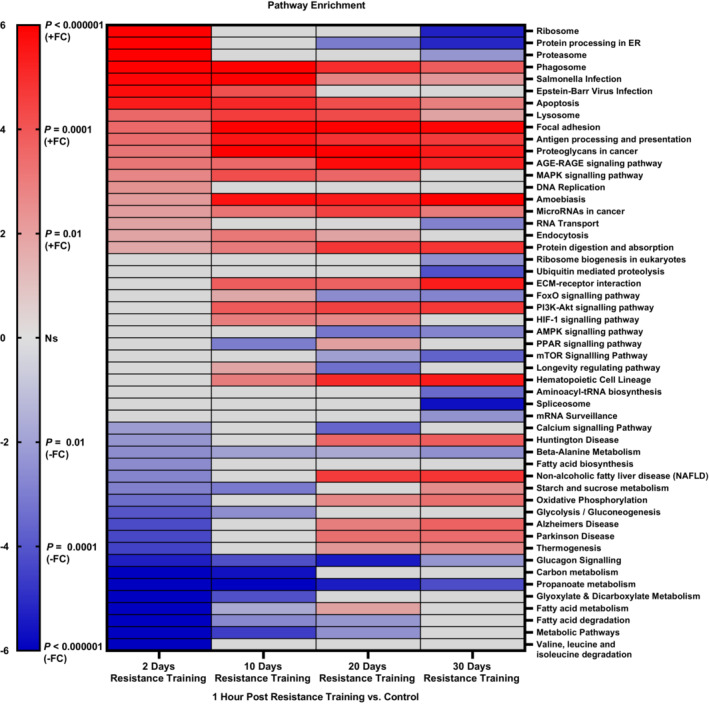
Pathway enrichment of training status‐dependent and training status‐independent responses to acute resistance exercise. KEGG pathway enrichment of DEGs following acute resistance exercise ordered by significance and fold change after 2 days of resistance training.

All pathways associated with metabolism are downregulated in the exercise naïve muscle acutely after exercise and in most cases, this downregulation remains after 10 days of training. 

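At 2 days the median log2 fold change of nuclear-encoded oxidative phosphorylation genes was -0.28 (5 of 81 genes above 0, adjusted p = 4.98e-09), of fatty acid degradation -0.46 (3 of 30 genes above 0, adjusted p = 8.13e-08), of branched-chain amino acid degradation -0.51 (3 of 31 genes above 0, adjusted p = 2.57e-11) and of glycolysis -0.32 (7 of 25 genes above 0, adjusted p = 0.0154). At 10 days fatty acid degradation stood at -0.27 (5 of 30 genes above 0, adjusted p = 6.65e-04) and branched-chain amino acid degradation at -0.40 (1 of 31 genes above 0, adjusted p = 1.31e-09), while oxidative phosphorylation and glycolysis did not pass the threshold (adjusted p = 0.314 and 0.259). All of these sets failed to pass with an estimated correlation, and glycolysis at 2 days also failed without trained replicate 3 (adjusted p = 0.0663). With animal as a block, oxidative phosphorylation passed at 10 days (-0.13, adjusted p = 0.0492).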

As the muscle mass plateaus between 20 and 30 days of training, however, there is a change in the acute transcriptional response shifting from a “pro‐growth” program with downregulation of pathways relating to metabolism, to positive regulation of the “oxidative phosphorylation” pathway after the acute bout of exercise along with “Parkinson disease,” “Alzheimer's disease,” “Huntington disease,” and “non‐alcoholic fatty acid liver disease” pathways by 30 days of training. 

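Nuclear-encoded oxidative phosphorylation genes had a median log2 fold change of 0.18 (71 of 81 genes above 0, adjusted p = 4.54e-05) at 20 days and 0.36 (78 of 81 genes above 0, adjusted p = 9.74e-14) at 30 days. On the values as deposited, where all transcripts shift down at 30 days, the median was 0.14 against -0.18 for the other genes. With an estimated correlation the adjusted p at 30 days was 0.362, and under fry it was 0.00584. At 20 days fry did not pass (adjusted p = 0.128). Branched-chain amino acid degradation was still lower with camera, at -0.21 (6 of 31 genes above 0, adjusted p = 1.43e-04) at 20 days and -0.25 (10 of 31 genes above 0, adjusted p = 0.00110) at 30 days. It did not pass with an estimated correlation. Fatty acid degradation and glycolysis passed at neither 20 nor 30 days.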

In the glucagon signaling pathway, there was a consistent reduction (independent of training status) in the expression of genes relating to glycogen breakdown including glycogen phosphorylase (*Pygm*) and Phosphorylase b kinase (*Phkg1*), which phosphorylate and activate glycogen phosphorylase and therefore promote glycogenolysis. These changes may be secondary to increases in insulin. 

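Pygm-201 (chromosome 1 from 221756286 to 221771143) had a value of 3815 ± 227 (SD, n = 12) in control muscles and log2 fold changes of -0.71, -0.72, -0.59 and -0.57 at 2, 10, 20 and 30 days, each past the threshold (adjusted p from 3.68e-05 to 9.99e-04). Phkg1-201 (chromosome 12 from 30450316 to 30464352) fell from 104 ± 10.7 (SD, n = 12) to 45.1 ± 21.2 (SD, n = 3) after 2 days, with log2 fold changes of -1.27, -1.06, -0.88 and -0.71 (adjusted p from 2.21e-06 to 0.00276).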

Figure 4A shows the dramatic shift in the “ribosome” pathway whose early upregulation changes by 30 days to downregulation, so that ribosomal‐associated gene expression is lower in the trained muscle than the untrained, contralateral control muscles. 

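For cytoplasmic ribosomal proteins the median log2 fold change was -0.02 (35 of 78 genes above 0, adjusted p = 0.927) at 10 days, -0.05 (26 of 78 genes above 0, adjusted p = 0.362) at 20 days and 0.08 (56 of 78 genes above 0, adjusted p = 0.203) at 30 days. On the values as deposited, the median at 30 days was -0.12 against -0.18 for the other genes (adjusted p = 0.918), so its sign depended on the scaling and the set did not pass the threshold on either. Mitochondrial ribosomal proteins had a median of -0.15 (16 of 72 genes above 0, adjusted p = 0.00783) at 2 days and 0.08 (52 of 72 genes above 0, adjusted p = 0.0170) at 30 days. Cytoplasmic ribosomal proteins also depended on single muscles: without trained replicate 1 of the day in question they passed at 20 days, at -0.17 (adjusted p = 0.00605), and at 30 days, at 0.17 (adjusted p = 0.00589). Before rescaling, mitochondrial ribosomal proteins stood at -0.13 at 30 days and did not pass (adjusted p = 0.522). Under fry this set passed at neither 2 nor 30 days (adjusted p = 0.173 and 0.187), and without trained replicate 2 it did not pass at 30 days (adjusted p = 0.248).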

We performed training daily, whereas many resistance exercise studies train animals every 3 days according to the American College of Sports Medicine (ACSM) guidelines for human training.^12^ The lack of recovery between bouts may promote a shift of the transcriptional response from “growth” (achieving about 15% hypertrophy), to “ensuring enzyme and substrate availability” as the training duration increases.

**FIGURE 4:**
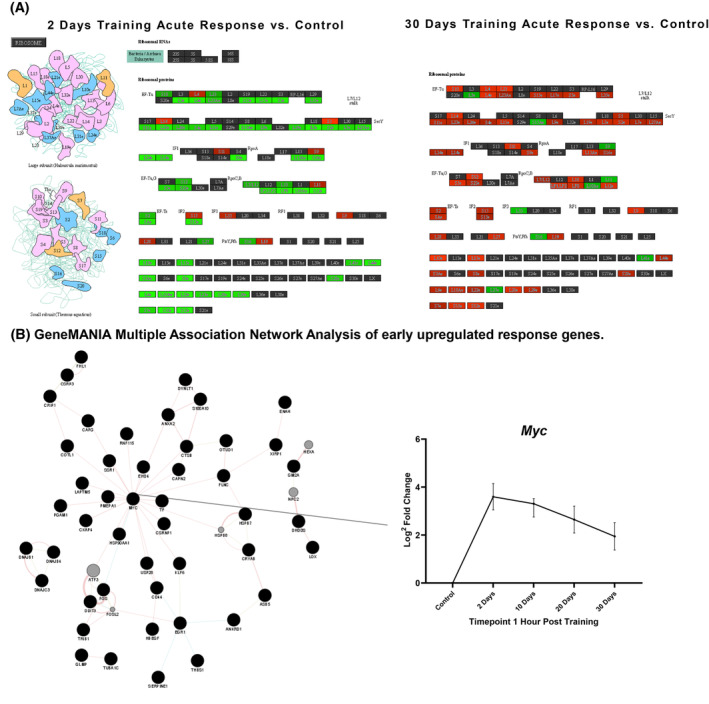
*Myc* is implicated as a central regulator of the early hypertrophic response with GeneMANIA network analyses. (A) Changes in expression of genes associated with the KEGG term, “Ribosome,” 1 h after acute exercise on the 2nd day of training shows a large upregulation (green) of genes relative to control muscles. (“Ribosome” is the most significant pathway at this timepoint). By 30 days, despite ongoing resistance training, genes associated with “Ribosome” are significantly downregulated 1 h after the exercise session. (B) GeneMANIA multiple association network analysis of the early response genes identifies *Myc* Proto‐Oncogene, bHLH TF as the master regulator of the response. *Myc* appears in SOM cluster 1 and its expression level is progressively less elevated in response to acute resistance exercise, as muscle becomes more trained.

### 3.4 Network analysis implicates *Myc* as a central regulator of hypertrophic adaptation and the ribosome

As SOM1 and SOM2 showed the most similar relationship with the increase and cessation of muscle growth, we selected these clusters of genes for GeneMANIA network analysis. Figure 4B shows the TF *Myc*, as a central regulator of the gene expression response. 

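The TF Myc, transcript Myc-201 (chromosome 7 from 102586313 to 102591240), had a value of 1.16 ± 0.492 (SD, n = 12) in control muscles and 14.0 ± 3.94, 11.4 ± 1.18, 7.25 ± 1.57 and 4.47 ± 1.36 (SD, n = 3 each) after 2, 10, 20 and 30 days. Its log2 fold changes were 2.79 (standard error 0.20, adjusted p = 8.83e-10), 2.56, 1.95 and 1.35 (standard error 0.20, adjusted p = 6.29e-05). No difference between successive time points passed the threshold (adjusted p = 0.751, 0.495 and 0.689). Contrasts over wider steps were chosen after these values were seen. The log2 fold change was -1.45 (standard error 0.25, adjusted p = 7.71e-04) from 2 to 30 days, -1.21 (adjusted p = 0.0138) from 10 to 30 days and -0.84 (adjusted p = 0.0502) from 2 to 20 days, the last passing on the values as deposited (adjusted p = 0.0218) and without replicate 1 of 2 days (adjusted p = 0.0139). The fall from 2 to 30 days passed without each of the 6 muscles in turn (adjusted p up to 0.00996). Set against the contralateral muscles, with animal as a block, it was -1.05 and did not pass (adjusted p = 0.0709), nor did that from 10 to 30 days (adjusted p = 0.193). The latter also failed without replicate 1 of 10 days and without replicate 1 or 3 of 30 days (adjusted p = 0.0801, 0.0642 and 0.0570).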

*Myc* is in SOM1, showing an initial upregulation followed by a gradual decline in its response to acute resistance exercise over 30 days. The involvement of *Myc* in exercise adaptation is well established, reported after synergist ablation in the rat,^36^ and in chickens following mechanical stretch of flight muscles.^37^ Its expression changes in both myonuclei and satellite cells. MYC is a bHLH TF and binds to the non‐canonical E‐box sequence (5’‐CACGTG‐3′), or non‐canonical sites in gene promoters or enhancers that regulate transcription,^38^ following heterodimerization with its transcriptional partner MAX (Myc‐associated factor X). MYC controls regulation of the core molecular clock,^39^ cell cycle, cell growth, glycolysis, oxidative metabolism, glutamine metabolism, mitochondrial biogenesis, ribosomal biogenesis, and RNA polymerase activity.^40^ The availability of target E‐boxes for MYC depends on chromatin accessibility and chromatin modifying co‐factors near to gene enhancer regions that are extremely tissue‐specific,^41^ and unknown in adult skeletal muscle tissue.^42^

Overexpression of *Myc* via adeno‐associated virus transfection into adult skeletal muscle increased DNA polymerase subunit *Pola1* mRNA, *Rn45s* pre‐rRNA, total RNA, and muscle protein synthesis, independent of mTORC1 and mainly regulates ribosome biogenesis.^43^, ^44^, ^45^ Our pathway analysis of early DEGs (Figure 3) shows that “ribosome” is the most significantly upregulated biological process, coinciding with the peak of *Myc* expression at 2d. Temporal analysis of the “ribosome” pathway (Figures 3 and 4A) shows a gradual decline in that upregulation, until negative regulation of “ribosome” after 30 days of training, which coincides with the reduction in amplitude of *Myc* gene expression (Figure 4B).

### 3.5 Transcription factor motif enrichment of training status‐dependent and training status‐independent responses after a bout of resistance exercise

To gain insight into the TFs that control the DEG (Figure 2B,C) responses according to length of training, we performed hypergeometric optimization of motif enrichment (HOMER) to identify enriched transcription factor motifs in the gene body and up to 2 kb upstream of the transcription start site within DEGs. As many TFs have low mRNA abundance and read depth within our RNA‐seq analysis was moderate, changes in expression of these TF mRNAs may be missed, even though their target genes are still differentially expressed. In fact, of the top 100 TF motifs identified, 63 also had corresponding mRNA values at each timepoint. Pearson's analysis quantified the correlation between gene expression of the TF itself at each timepoint and motif enrichment in the sequence for the DEGs and 2 kb upstream of the DEG. *Myc* gene expression was strongly positively correlated (*R* ^2^ = 0.8708, *p* = .*0478*) with its own DNA binding motif (VCCACGTG) enrichment among the DEGs, suggesting that its increased expression has a direct relationship with the number of differentially expressed target genes. The largest change in *Myc* expression occurred at 2 days which coincided with the largest number of DEGs enriched with the MYC DNA binding motif. The smallest change in gene expression and DNA binding motif enrichment was found after 30 days of training, Figure 5C. Interestingly, MYC's heterodimeric partner MYC‐associated factor X, *Max*, is consistently downregulated in the acute response to SpillOver training. It is almost completely switched off at 20d and 30d with less than 10 reads per million (Supplementary File 1). 

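Max-201 (chromosome 6 from 99984260 to 100011388) had a value of 12.2 ± 1.64 (SD, n = 12) in control muscles, 9.77 ± 0.807 after 20 days and 9.29 ± 0.849 after 30 days (SD, n = 3 each). The log2 fold changes were -0.17, -0.34, -0.29 and -0.35 (adjusted p = 0.270, 0.0233, 0.0745 and 0.0268). With time-matched controls the change at 30 days did not pass (-0.34, adjusted p = 0.137). Nor did it pass without trained replicate 1, 2 or 3 (adjusted p = 0.0675, 0.0522 and 0.176), nor with animal as a block (adjusted p = 0.164). The change at 10 days did not pass on the values as deposited (-0.23, adjusted p = 0.172), with sums per gene (adjusted p = 0.0820) or without trained replicate 1 or 2 (adjusted p = 0.146 and 0.0842).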

As mentioned previously, the ribosomal biogenesis response seems to be conserved across species^46^ and decline of *Myc* expression in the acute response to resistance exercise as training status increases has been reported in humans after 6 and 12 weeks of training.^47^, ^48^ The latter study also reported that 45 s‐pre‐RNA followed a similar trend. A similar consensus between species was found in the rDNA methylation within myonuclei following acute hypertrophic stimuli in mice and humans. Methylation patterns were modified in enhancer, intergenic, and non‐canonical regions but the methylation status of the promoter region did not change.^32^ It will be interesting to discover whether post‐translational modifications or changes to the chromatin accessibility of E‐box binding sites, can explain reduced *Myc* and ribosomal‐associated gene response to acute resistance exercise. Both Upstream Transcription Factor 1 (*Usf1*) (SGTCACGTGR), (*R* ^2^ = 0.9341, *p* = .035) and Transcription Factor 3 (*Tcf3*) (ASWTCAAAGG), (*R* ^2^ = 0.8972, *p* = .0428) which also bind E‐boxes, show a similar pattern to *Myc*. 

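Usf1-201 had log2 fold changes of 0.20, -0.08, -0.03 and -0.44 at 2, 10, 20 and 30 days, of which that at 30 days passed the threshold (adjusted p = 0.0336), though not with time-matched controls (adjusted p = 0.373). Those of Tcf3-201 were 0.12, 0.17, -0.05 and -0.06, and none passed (lowest adjusted p = 0.402). Without trained replicate 2 or 3 that of Usf1 did not pass (adjusted p = 0.133 and 0.254). The block by animal gave Usf1 an adjusted p of 0.357 at 30 days.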

Larger increases in gene expression from control in the early training responses lead to higher DNA binding motif enrichment in the DEGs, and a reduction in gene expression in trained muscle was associated with decreased DNA binding motif enrichment among DEGs.

**FIGURE 5:**
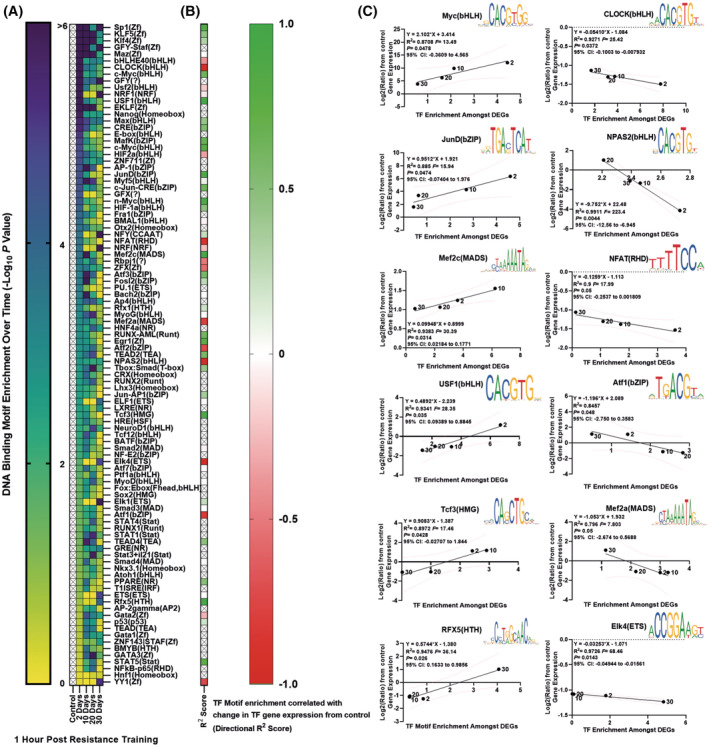
Transcription factor motif enrichment over the timecourse for differentially expressed genes and correlations with the transcription factor gene expression. (A) DEGs from Figure 2B were analyzed for motif enrichment in the gene body and 2 kb upstream of the transcription start site and plotted in a heatmap to show the enrichment over time. (B) TF motif enrichment correlated with change in TF gene expression from control. *R* ^2^ scores are normalized to direction of relationship. X indicates lack of TF gene expression. (C) Top six positive (left column) and top six negative (right column) Pearson's *R* ^2^ correlations, ordered by significance, and associated DNA binding motif.

By contrast, E‐box circadian TFs *Clock* (GHCACGTG) (*R* ^2^ = 0.9272, *p* = .0372) and *Npas2* (KCCACGTGAC) (*R* ^2^ = 0.9911, *p* = .0044) are the top two most significantly *negatively* correlated TFs in the HOMER analysis. Both of these mRNAs display the largest decrease in expression from control levels in the early training timepoints (2 and 10 days), but still have elevated DNA binding motif enrichment among DEGs. 

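Clock-203 and Npas2-201 are low, with values of 3.34 ± 1.13 and 0.932 ± 0.397 (SD, n = 12) in control muscles. Against the 12 pooled controls the log2 fold changes of Clock were -0.38 and -0.24 at 2 and 10 days (adjusted p = 0.212 and 0.470), and those of Npas2 were -0.63 and -0.16 (adjusted p = 0.00747 and 0.553). The contralateral muscles of the 2-day animals were themselves low: Clock was at 1.91 there and 3.82 in the other controls, and Npas2 at 0.387 and 1.11. With animal as a block the log2 fold changes of Clock were 0.16, -0.37, -0.58 and -0.21 at 2, 10, 20 and 30 days, of which that at 20 days passed (adjusted p = 0.0377). Against the time-matched controls the log2 fold changes at 2 days were 0.16 for Clock and -0.17 for Npas2 (adjusted p = 0.668 and 0.479).

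**Figure D2:**
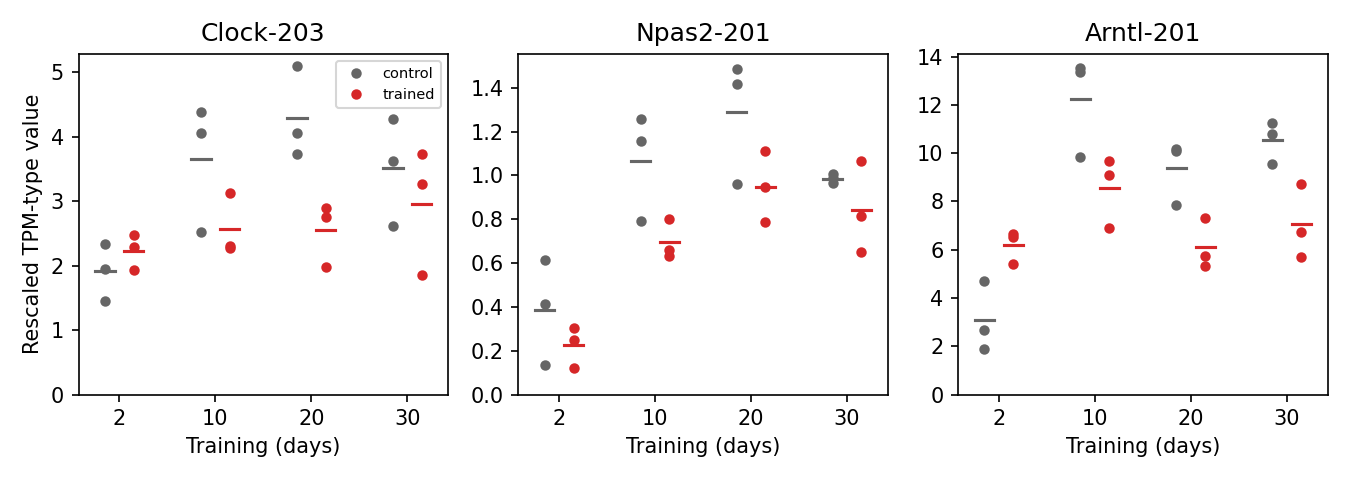
Rescaled TPM-type values (vertical axis) of Clock, Npas2 and Arntl in each contralateral control muscle (grey) and trained muscle (red) by days of training (horizontal axis), with a line at the mean of 3. The 2-day controls lie at a mean of 3.09 for Arntl, where the other controls have a mean of 10.7.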

As these proteins share similar E‐box binding sites with MYC, it is likely that the enrichment of E‐box sequences within the DEGs is a result of MYC activity. 

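For Arntl-201, which lies on chromosome 1 from 178039063 to 178137465, log2 fold changes against pooled controls were -0.30, 0.10, -0.32 and -0.15, none past the threshold. At 2 days the direction depended on the controls: against the time-matched muscles Arntl was higher after training, at 0.87 (adjusted p = 0.00712).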

Interestingly, the expression of CLOCK's TF complex partner *Arntl*, had no relationship with the enrichment of the ARNTL/BMAL1 binding motif (GNCACGTG) enrichment among DEGs (*R* ^2^ = −0.05, *p* = .98). The larger reductions in *Clock/Npas2* gene expression during the early training responses compared with the later training responses, may be indicative of phase shifts within the muscle molecular clock because exercise was delivered during the start of the rat's inactive phase.^49^ Further analysis of the DEGs revealed that 19.82% of them at 2d, 32.13% at 10d, 21.75% at 20d, and 20.04% at 30d are known to oscillate in a circadian manner in murine skeletal muscle according to the CircaAge database,^50^ (Supplementary File 3), suggesting they are under regulation of the molecular clock.

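Jund-201 rose from 13.7 ± 2.90 (SD, n = 12) in control muscles to 86.8 ± 20.2 (SD, n = 3) after 2 days, a log2 fold change of 2.57 (standard error 0.25, adjusted p = 6.77e-08). It was 1.98 at 10 days, 1.59 at 20 days and 0.63 (standard error 0.25, adjusted p = 0.0875) at 30 days.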

*Jund* (ATGACGTCATCV), a member of the activator protein 1 (AP‐1) TF complex, also demonstrated significant positive correlation (*R* ^2^ = 0.885, *p* = .0474). TF complexes consisting of FOS, JUN, activating transcription factors (ATFs), and CREB proteins are well known for regulating the acute transcriptional response to biological stress and exercise, binding to (5TGACTCA) sites and cAMP response elements (CRE) (CACGTG) activating downstream signaling cascades to reprogram metabolism.^51^, ^52^ *Mef2c*, a well‐characterized MADS‐box binding TF also shows a positive correlation, with higher gene expression leading to greater DNA binding motif enrichment (DCYAAAAATAGM) among DEGs, and the earlier timepoints showing the greatest increase in gene expression and downstream target genes. 

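Mef2c-205 had log2 fold changes of 0.30 (standard error 0.09, adjusted p = 0.0215) at 2 days, 0.62 (standard error 0.09, adjusted p = 3.33e-05) at 10 days, 0.08 at 20 days and 0.03 at 30 days. With animal as a block the change at 2 days did not pass the threshold (adjusted p = 0.0533). Nor did it without replicate 1, 2 or 3 (adjusted p = 0.0637, 0.0534 and 0.107).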

MEF2C regulates fiber type, sarcomeric gene expression, and metabolism,^53^ is highly responsive to contractile activity (changes in calcium),^54^ and can bind directly to the PGC‐1 alpha promoter, regulating mitochondrial biogenesis.^55^, ^56^ Interestingly, *Nfatc3* gene expression was reduced at all timepoints versus control muscle, with the largest reductions in gene expression occurring after 2 days of training and the smallest reduction in gene expression occurring after 30 days of training. 

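Nfatc3 had log2 fold changes of -0.56, -0.42, -0.34 and -0.08 at 2, 10, 20 and 30 days (adjusted p = 0.00201, 0.0152, 0.0594 and 0.733). With time-matched controls the change at 2 days was -0.33 (adjusted p = 0.107), and on the values as deposited that at 10 days did not pass (adjusted p = 0.0909). It did not pass without trained replicate 1 or 2 either (adjusted p = 0.111 and 0.0696). At 2 days the change did not pass with animal as a block either (adjusted p = 0.136).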

Our data suggest that during the largest reduction in gene expression of *Nfatc3*, NFAT DNA binding motif enrichment (ATTTT) among DEGs was at its highest. NFAT is well known for promoting fast to slow adaptation in myosin gene expression and fine‐tuning metabolism to fatty acid oxidation,^57^, ^58^ which suggests that in our model, the decreases in gene expression of *Nfatc3* do not associate with the activity of the protein itself.

### 3.6 Comparative transcriptome analysis between species and models reveals only 10 consistently reported regulators of resistance‐exercise‐induced hypertrophy

Despite several recent reports, there is not strong consensus on the transcriptional underpinnings of adaptation to exercise and specifically to resistance exercise. This may be the consequence of large variability in the origin and the activation history of the samples studied so that it is difficult to identify “master regulators,” or key gene interactions that might be targeted to improve exercise responsiveness or monitored to achieve more effective adaptation through individualized, prescribed exercise. Samples themselves may differ in species, maturity, metabolic state, training history, timepoint post‐exercise, exercise type (reps, sets, rest, contraction modality), and muscle group.^21^ There are also differences in the detail and versions of the genome assembly used which may further contribute to differences in identified genes. In rodent studies, researchers often study the “anti‐gravity” ankle plantarflexors, but individual muscles vary considerably within this muscle group. Additionally, there is little consensus on the appropriate normalization methods and filtering used in next‐generation RNA‐sequencing, with different exercise studies adopting completely different approaches leading to differing outcomes.

There is no prior dataset showing changes in gene expression over a similarly well‐controlled timecourse of muscle growth as we present here, and we hope that the availability of this dataset will stimulate further analyses. However, we made comparison with five existing datasets from human and rodent exercise experiments.^7^, ^11^, ^17^, ^19^ By overlapping the top 400 genes from Chaillou, Lee, England, Esser, and McCarthy^7^ and Cui, Drake, Wilson, Shute, Lewellen, Zhang, Zhao, Sabik, Onengut, and Berr^11^ (by order of significance) and the top 750 DEGs noted after either acute or long‐term exercise from two meta‐dataset analyses (Pillon, Gabriel, Dollet, Smith, Puig, Botella, Bishop, Krook, and Zierath^19^ and Turner, Seaborne and Sharples^17^) with our SpillOver resistance training dataset, we hoped to identify DEGs that might be specific to individual rodent models of exercise, genes that were shared across rodent models, and overlap with DEGs identified in meta‐analyses of the acute phase following human resistance exercise and in resting, but, chronically trained muscle, Figure 6A.

**FIGURE 6:**
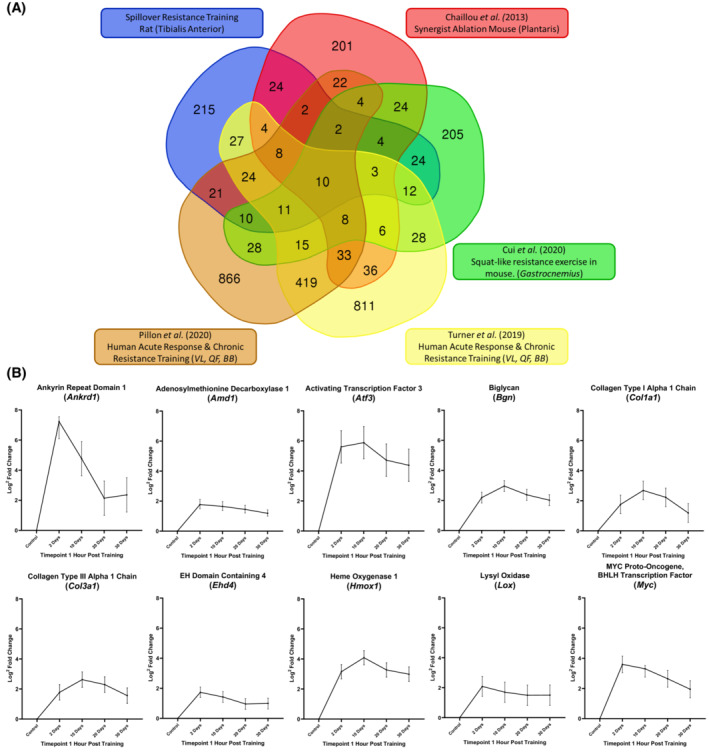
Conserved regulators of hypertrophy across species and models. (A) Venn diagram analysis of the top 400 DEGs ordered by significance in three distinct rodent models of hypertrophy and two meta‐analyses of data from studies of resistance exercise in humans. Human datasets contain both the top 750 genes following acute resistance exercise and top 750 genes associated with chronic resistance exercise in humans from each publication (Turner, Seaborne and Sharples^17^; Pillon, Gabriel, Dollet, Smith, Puig, Botella, Bishop, Krook and Zierath^19^). (B) The timecourse of log^2^ fold changes ± confidence intervals for the 10 genes found to overlap between all transcriptomic datasets. Full gene lists across the Venn analysis are available in Supplementary File 4.

There is surprisingly little correspondence between the two systematic meta‐analysess^19^ and Sharples groups,^17^ even when their lists of most significant genes are extended to include both acute and chronic resistance training responses and the stringency is lowered to include 750 genes from each dataset. When overlapped, only 528 of 1500 genes (35%) were noted in both human resistance training meta‐analyses, presumably due to differences in datasets studied and statistical approaches used. Furthermore, 419 genes (79%) of those 528 genes were not represented in the top 400 most significantly DEGs in the three rodent models of resistance exercise, perhaps highlighting a group of genes that are typically responsive to exercise in humans, but not in rodents, which requires further investigation. Some of these differences may arise from differences in coverage and annotations of genes between mouse, rat, and human genomes, and emphasizes the need for improvement in the bioinformatic information available for such comparisons.

We then compared the most significant DEGs in our SpillOver resistance training dataset with both human datasets and 134/400 genes (33.5%) overlapped. Thirty‐five of these (8.8%) were specific to the overlap between SpillOver training and the Turner, Seaborne and Sharples^17^ human resistance training dataset and 46 genes (11.5%) were specific to the overlap between SpillOver training and the Pillon, Gabriel, Dollet, Smith, Puig, Botella, Bishop, Krook, and Zierath^19^ human resistance training dataset. A further 53 (13.3%) were found to overlap between SpillOver training and both human resistance training meta‐analyses.

Furthermore, the changes in gene expression associated with the hypertrophy induced by synergist ablation overload are distinct from the changes we have observed. Only 57 genes (14.3%) overlapped with SpillOver training, 24 of which were noted only in synergist ablation in mice and SpillOver training in rats. There was slightly more overlap observed between SpillOver training and voluntary weightlifting in mice (66 genes, 16.5%), of which 24 were found only with SpillOver training and voluntary weightlifting. There was similar overlap observed between synergist ablation and voluntary weightlifting in mice (61 genes, 15.25%), of which 24 genes were unique between these models. This analysis emphasizes that the synergist ablation model, while it produces eventual hypertrophy, is a model of continuous overload to failure with extensive damage/regeneration, rather than a model of training‐induced muscle growth. This is an important caveat because the changes in gene expression with synergist ablation are often taken as representative of muscle growth in response to strength training. The acute response that we capture with our timepoints may also not be directly comparable with the voluntary squat‐like weightlifting model that provided muscle transcriptome analysis at a single timepoint between resting and 8‐week trained gastrocnemius muscle.^11^ There were 19 genes (4.5%) from the top 400 SpillOver genes that appeared in all three rodent models, four of which (1% of the 400 SpillOver genes) were only found in rodent models and did not appear in any of the human datasets. Those genes were Complement C1q B Chain (*C1qb*), Colony stimulating factor 1 receptor (Csf1r), Serpin Family E Member 1 (*Serpine1*), Microfibril‐associated protein 4 (*Mfap4*), appearing in SOM2, 2, 1, and 2, respectively. They have previously been associated with macrophages,^59^, ^60^ inflammation, and extracellular matrix remodeling,^61^ suggesting that these transcriptional responses may be more prominent in rodents following exercise.

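C1qb, Csf1r and Mfap4 were higher than in the pooled control muscles at every time point, although many of these calls did not hold under other settings. At 2 days the log2 fold changes were 1.27 for C1qb, 0.95 for Csf1r and 1.59 for Mfap4 (adjusted p = 6.70e-04, 0.00534 and 0.00286), and at 30 days 0.97, 0.97 and 1.27. Against time-matched controls C1qb, Csf1r and Mfap4 did not pass at 30 days (adjusted p = 0.130, 0.132 and 0.316). Mfap4 did not pass at 30 days with animal as a block (adjusted p = 0.238). At 20 days Mfap4 did not pass with time-matched controls or the block (adjusted p = 0.102 and 0.0726), and at 10 days Csf1r did not pass with time-matched controls (adjusted p = 0.0568). Further calls were lost when 1 trained muscle was left out, which also makes the trained group smaller. Csf1r did not pass without replicate 2 or 3 at 2 days (adjusted p = 0.114 and 0.0564) or without replicate 1 at 10 days (adjusted p = 0.152). At 20 days Mfap4 did not pass without replicate 1, 2 or 3 (adjusted p = 0.0695, 0.0791 and 0.0650), nor C1qb without replicate 3 (adjusted p = 0.0591). The 3 trained values of Mfap4 at 20 days were alike, from 5.96 to 6.30, so no single muscle accounts for its loss. At 30 days C1qb, Csf1r and Mfap4 did not pass without replicate 3 (adjusted p = 0.0749, 0.0549 and 0.0730), nor C1qb without replicate 2 or Mfap4 without replicate 1 (adjusted p = 0.0596 and 0.106).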

Of the top 400 genes significantly altered after SpillOver training, 215 (53.8%) were specific to SpillOver training. These responses may be specific to rats following exercise and require further investigation. Only 10 genes were found to overlap across all models of resistance exercise and species (2.5% of the 400 differentially expressed SpillOver genes) including our main hub gene *Myc* (SOM1), identified through GeneMANIA analysis, Figure 6A,B. The others were Adenosylmethionine decarboxylase 1 (*Amd1*) (SOM5), Ankyrin repeat domain 1 (*Ankrd1*) (SOM1), Activating Transcription Factor 3 (*Atf3*) (SOM2), Biglycan (*Bgn*) (SOM3), Collagen Type I Alpha 1 Chain (*Col1a1*) (SOM3), Collagen Type III Alpha 1 Chain (Col3a1) (SOM3), EH Domain Containing 4 (Ehd4) (SOM1), Lysyl Oxidase (*Lox*) (SOM2), and Heme Oxygenase 1 (Hmox1) (Figure 6B). These 10 genes all show a rise in expression with training, followed by a return to control levels over the course of our 30‐day study. 

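Of the 10 genes, 9 were higher than in control muscles at every time point. Amd1-201 was lower, with a log2 fold change of -0.82 (standard error 0.13, adjusted p = 4.33e-05) at 2 days and -0.24 (standard error 0.13, adjusted p = 0.220) at 30 days, where it passed on the values as deposited (-0.45, adjusted p = 0.0218). At 30 days Ankrd1 stood at 2.47 and Atf3 at 3.98 (adjusted p = 0.00207 and 6.20e-06). The log2 fold changes of the others were 1.86 for Bgn, 1.27 for Col1a1, 1.62 for Col3a1, 0.82 for Ehd4, 0.98 for Lox and 2.47 for Hmox1. Each passed the threshold against the pooled controls. With time-matched controls Ankrd1 and Lox did not (adjusted p = 0.131 and 0.153), and without replicate 3 Col1a1 did not (adjusted p = 0.0596). At 20 days the fall of Amd1 did not pass with time-matched controls, with animal as a block or without replicate 2 (adjusted p = 0.116, 0.115 and 0.0574). Lox did not pass at 10 days without replicate 1 or at 30 days with the block (adjusted p = 0.0804 and 0.129).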

We also highlight other genes that were present in all but one dataset that we compared in our Venn diagram analysis, which may also be important factors in the hypertrophic process/muscle adaptation (Supplementary File 4).

## 4 DISCUSSION

Resistance exercise promotes increases in muscle size, quality, and strength, which are key predictors for all‐cause mortality across the lifespan.^62^ Transcriptional changes following resistance exercise are required to rewire metabolism and pro‐growth pathways. However, little is known about how the record of previous exercise, or training status, may modulate the amplitude or temporal pattern of the transcriptional response, which mediates muscle adaptation. Defining and understanding these responses may help us to personalize training regimens to individuals based on their training history. Our study provides a detailed insight into these adaptations in a highly controlled timecourse that is otherwise absent from the current literature. In this study, the interplay between muscle adaptation and the altered gene expression that drives it was explored. Programmed daily exercise causes rapid changes in gene expression that result in physiological modifications in the muscle phenotype after just a few days. These changes in turn modify the acute transcriptional response to exercise. The acute transcriptional response to SpillOver training is strikingly different dependent on training status, and only 345 genes are always upregulated, and 174 genes are always downregulated 1‐h post‐training.

Our model of daily training produces robust hypertrophy, but we also see changes in mitochondrial content and myosin heavy chain isoform expression that are typical of changes associated with endurance training. These changes show that in rat, as also recommended for human, a longer recovery period than 24 h may be required to achieve enhancement of muscle size without loss of speed. They also suggest that the rat is an appropriate model in which to investigate the cellular mechanisms underlying exercise periodization. Changes in most of the mitochondrial encoded genes and in the myosin heavy chain genes do not follow the main patterns identified by our self‐organizing mapping, (Figure 2). Surprisingly, only 50 high‐frequency contractions over a period of 20 min, delivered daily, was enough to elicit a complete silencing of *Myh4* mRNA and the related MyHIIB protein expression and a shift to a muscle predominantly expressing the MyHIIX protein isoform, (Figure 1). We highlight that mitochondrial‐encoded genes show little change in gene expression acutely after exercise, despite progressive increases in mitochondrial content, which may point to the greater importance of translational capacity and RNA stability. Pathways related to ribosomal density, translational capacity, and efficiency are the first pathways to be upregulated in exercise naïve muscle, (Figure 3) in order to elicit growth. These genes are subsequently downregulated as daily exercise continues and as the transcriptome shifts to favor oxidative metabolism post‐exercise.

We identify a number of genes from SOM1‐3 whose responsiveness to exercise appear to correlate with the increase and then stabilization of muscle mass across our timecourse, (Figure 2). Such signals that are activated by unaccustomed exercise and reduced with progressive adaptation may be useful biomarkers of effectiveness in prescribed programs of exercise intended to improve the quantity or quality of muscle. Furthermore, if the reduction in these gene signatures represents an effective adaptation to a particular level of exercise, then that reduction might be used as an indicator that progression to a new level is appropriate. Inappropriate progression can induce muscle soreness or damage and be counterproductive both for athletes and for amateur participants in resistance exercise.

As well as highlighting patterns in the amplitude of gene expression dependent on training status, we identified genes whose response does seem to be conserved across species and models of resistance exercise/mechanical overload, (Figure 6), the majority of which have not been characterized in terms of their role in muscular adaptation to exercise. Of interest, *Ehd4* has been implicated and reported numerous times following resistance exercise,^7^, ^8^, ^18^ yet there is very little discussion of its role in adapting skeletal muscle. *Ehd4* is consistently upregulated in both the proteome and transcriptome following denervation‐induced atrophy and nerve‐silencing‐induced atrophy.^63^ To our best knowledge, the function of *Ehd4* has not been studied in mammalian adult skeletal muscle, but the other Eps15 homology domain‐containing proteins (EHDs) 1–3 have. *Ehd1* and *Ehd2* are implicated in membrane fusion and membrane repair during development and in dystrophic disease. Depletion of either or both, results in decreased fusion efficiency in C2C12 myoblasts^64^ also observed in myoblasts isolated from Ehd1‐null mice, concomitant with reduced fiber size.^65^ In those smaller fibers there was decreased vesicle trafficking and overgrown transverse t‐tubules.^65^ *Ehd3* is upregulated in human and mouse heart tissue after injury, suggesting a role in tissue repair.^66^ *Ehd4* helps with transport of protein from the early endosome to the endosome recycling center in the infarcted heart.^67^, ^68^ In *Torpedo Californica*, EHD4 is localized to perinuclear regions and primary synaptic clefts.^69^ Single nuclei RNA‐seq (snRNA‐seq) from murine TA muscle across the lifespan shows that Ehd4 is enriched in the neuromuscular junction myonuclei^70^ and warrants further investigation. We also identified *Ankrd1* as a conserved upregulated transcription factor across species which was recently highlighted as the most upregulated gene in a myonuclear‐specific transcriptome following synergist ablation.^71^ This gene transcript is enriched in myotendinous junction myonuclei^70^ and as a transcription factor commonly found in both cardiac and skeletal muscle, its transcriptional role in remodeling these tissues and specific muscle regions warrants further investigation.

We also highlight that *Myc* bHLH TF appears to play a critical role in the hypertrophic process and may act as a master regulator of the transcriptional response to resistance exercise, appearing in three separate lines of our investigation. First, it appeared in the top 20 DEGs in SOM1, the temporal cluster that shows genes most responsive in untrained muscle, before decreasing at each timepoint as training status increases (Figure 2D). A similar observation has been made in human muscle in which *MYC* gene expression was acutely elevated after 0, 2, and 4 weeks of training but no longer upregulated in response to acute exercise after 6 weeks.^48^ Other work in humans has shown that untrained individuals have a much higher expression of *MYC* after an acute resistance exercise bout than those who had 6 weeks of training.^47^ This suggests that acute *MYC* expression is reduced with ongoing training even when the absolute load is increased and that the timecourse of 4 weeks of training in rats is comparable to a 6‐week training protocol in humans. Secondly, through GeneMANIA multiple association network analysis (Figure 4), *Myc* appeared as a central hub regulating the genes in the early upregulated response to exercise, which we suggest represent collectively the signal for muscle hypertrophy. HOMER analysis found that there was a strong enrichment of MYC DNA binding motifs in the DEGs, which became less enriched at the later timepoints as training status increased and the muscle stopped growing. This effect was significantly positively correlated with the decreased gene expression of *Myc* (Figure 5C). Lastly, a comparison of five studies, which included three species, three models of mechanical load‐induced hypertrophy, and two large human meta‐analyses of previously published transcriptomic datasets on resistance exercise found that *Myc* was one of only 10 genes that were differentially regulated in all the studies. This suggests that *Myc* plays an important role in the transcriptional regulation of hypertrophy induced by increased mechanical loading. Recent work from Murach et al.^71^ identified *Myc* as a myonuclei‐enriched hypertrophic gene. Inducible skeletal muscle‐specific overexpression of *Myc* identified a number of *Myc* targets including those involved in translation initiation, metabolism of RNA, ribosome, spliceosome, aminoacyl‐tRNA biosynthesis. Of note, a reduction in expression of core circadian clock factors nuclear receptor subfamily 1 group D member 1 and 2 (*Nr1d1*, *Nr1d2*) were shown to be affected by *Myc* overexpression. MYC's function in skeletal muscle and the gradual decrease in amplitude of its gene expression and target DEGs following exercise training should be further explored, including whether epigenetic factors controlling the chromatin landscape and the accessibility of MYC target gene enhancers/promoters may regulate training status‐specific transcriptional responses to exercise training. Understanding changes in transcription factor targets with training status may be important for designing exercise training interventions and therapeutics that maximize growth and muscle health.

## AUTHOR CONTRIBUTIONS

Mark R. Viggars, Hazel Sutherland, and Jonathan C. Jarvis designed experiments. Jonathan C. Jarvis, Hermann Lanmüller, Martin Schmoll, and Manfred Bijak developed the stimulators. Mark R. Viggars, Hazel Sutherland, and Jonathan C. Jarvis performed experiments. Mark R. Viggars and Jonathan C. Jarvis analyzed the data and contributed to interpretations. Mark R. Viggars wrote the manuscript with assistance from all authors. All authors contributed to the research of the published work and have read and approved the final manuscript.

## DISCLOSURES

The authors declare no conflicts of interest.

## Supporting information

Appendix S1

Appendix S2

Appendix S3

Appendix S4

## Data Availability

Raw RNA‐sequencing data (FASTq) are available through GEO Accession, GSE196147. Processed data are provided. RNA‐seq data are available in Supplemental File 1. The data that support the other findings of this study are available in the methods and/or Supplementary Material of this article.

How the deposited data were processed for this re-analysis (not part of the article)

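RNA was sequenced by the authors from tibialis anterior of 12 rats, 3 for each of 2, 10, 20 and 30 days of training, from the trained left muscle and the contralateral right muscle. The authors trimmed the reads, aligned them to Rnor_6.0 with STAR in Partek Flow and quantified them to Ensembl transcripts. The authors deposited TPM-type transcript values, scaled for transcript length to 1 total per sample, for 20027 transcripts. They also deposited a gene-level table in units of signal, scaled by gene span and sample, and for it a p-value, an FDR and a log2 ratio of control over trained for each time point, all computed by the authors. None of these tables holds counts, so the count models DESeq2 and edgeR were not run. Depth per sample cannot be read from values of this kind, and the precision it gives is unknown.

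The transcript values were divided by a median-of-ratios factor per sample, from the 16230 transcripts above 0 in all samples and scaled to a geometric mean of 1. The analysis set before the data were examined named only normalized values when counts are lacking, and its literal reading is the values as deposited. The rescaling was chosen after the totals per sample and the authors' gene-level comparison had been seen and before any fold change was computed here, because the paper's methods name this normalization and the factors differ by at most 0.673% from those behind the 48 transcripts shown in Supplementary File 1. The filter, a value of at least 1 in at least 3 samples, was also set after the data were seen, and it left 13452 transcripts.

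Log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3, with 5 groups in 1 fit: 12 contralateral muscles as control and 3 muscles per trained group, as in the legend of Figure 2. The moderated limma test was used with Benjamini-Hochberg adjustment over all tested transcripts within a comparison and a threshold of 0.05. The 4 control groups were compared with a limma F test. A transcript changed at all 4 time points had to pass in the same direction at each. Principal components were computed on the centred log2 values. Gene sets, 15 in number and written before the data were examined, were tested with camera at an inter-gene correlation of 0.01, with 1 transcript per gene and adjustment over all 60 tests. A list of 16 clock genes was written after the comparison of the control groups was seen. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

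Transcripts named in the text are those of every gene for which the paper makes a claim on expression, taken as its transcript with the highest mean, and at each time point the 2 rising and 2 falling transcripts with the largest change among those past the threshold, with a mean of at least 50 in either group and all 3 trained muscles outside the range of the controls. Not every transcript that meets this rule is given in the text. Genes named outside it are said to have been chosen after their values were seen.

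The libraries were checked for duplicates, and 0 of 276 pairs were identical. Deviations from the group means had a median r over transcripts of 0.133 between the 2 muscles of an animal (12 pairs, from 0.0174 to 0.270). Between muscles of different animals the median was -0.0701. The 3 deviations of a group add up to 0, so this second value largely follows from the first and is no separate baseline. The fit was tested on simulated data, 30 times with 200 changed transcripts. Their log2 fold changes were 1, -1, 2 or -2. It recovered 91.2% with 12 samples against 3 and 84.2% with 3 against 3, the latter as a contrast within the fit of all 24 samples. For a log2 fold change of 1 the shares were 83.4% and 72.1%. Smaller changes, such as many of those reported here, were not simulated, so the recovery of these is unknown. Of the calls with 12 against 3, on average 5.46% were false, with a range of 1.09% to 10.2%. A simulated set with a shift was called in 30 of 30 draws and other sets in 0 of 420 tests, in data drawn without correlation between genes.

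Alternatives were the values as deposited with pseudocounts of 1 and 0.1, no filter, thresholds of 0.01 on the adjusted and the unadjusted p, animal as a block, time-matched controls in a fit with 8 groups, sums per gene, and each trained muscle left out in turn, with each control muscle left out in turn for the comparison of control groups. Gene sets were also tested with fry and with an estimated correlation, and components with unit variance, with the 500 most variable transcripts and on the values as deposited without a log. After seeing the data, a filter on a mean value of at least 10 and a pseudocount of 0.1 on the rescaled values were added. An intensity trend, the omission of 1 control library and contrasts of trained groups further apart than successive ones were also added then. So were contrasts between time points of the change from the contralateral muscle, with animal as a block. Motif enrichment, network and overlap analyses of the paper were not analysed here. The gene-level table was used to count the authors' own calls, which had been seen before the scaling was chosen.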

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

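The explanations of the clock genes and the counts over other splits of the samples were tested only after these results were seen.

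The direct contrasts of trained groups found differences between time points. Between 2 and 10 days 161 transcripts differed, 94 higher and 67 lower at 10 days. Between 10 and 20 days 3 differed and between 20 and 30 days 3, and at an unadjusted p under 0.05 the numbers were 1103 and 918. The former were Ephx2 (0.84), Gas2l3 (-1.13) and Il1rl1 (-1.37), and the latter included Cdk1 (-1.15) and Dusp2 (-1.17), log2 fold changes of transcripts named after their values were seen. In each of the 3 contrasts the real split was the only 1 of the 10 splits of 6 muscles to give as many, and 10 splits cannot give a share under 0.1, so this leaves a coincidental division of the muscles open. Single muscles moved these counts. Without replicate 1, 2 or 3 of 2 days the first was 378, 60 or 47, and without replicate 1 or 3 of 10 days 47 or 88. The second was 79 without replicate 3 of 10 days, and the third was 0 without replicate 1 or 2 of 20 days or any muscle of 30 days. The values as deposited gave 113, 25 and 2. Contrasts of the change from the contralateral muscle, with animal as a block and added after these results were seen, gave 3, 0 and 0. Whether animals differed or the noise of the contralateral muscles hid changes was not tested. Time points further apart, contrasted after these results were seen, differed by more transcripts, 784 between 2 and 20 days, 1533 between 2 and 30 days and 273 between 10 and 30 days, where the real split was again the only 1 of 10 to give as many. With each trained muscle set against its contralateral one, animal being a block, these were 64, 135 and 6. Of single muscles, replicate 2 of 2 days moved the first 2 most, to 274 and 627, and replicate 1 of 10 days the third, to 72. Length of training is the difference that the design names. It stays open beside differences between animals, since each time point has its own 3 animals.

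Among the 12 control muscles, which the paper describes as clustering together, 3 transcripts differed between the 4 time points, Ciart and Dbp among them. Of 100 drawn splits of the 12 muscles into 4 groups of 3, 2 gave as many transcripts, and 7 gave as many at an unadjusted p under 0.05. The adjusted count is thus rarely reached by other splits, and the unadjusted one is not rare. Dbp had a value of 26.7 in the 2-day controls and 2.67 in the others. A list of 16 clock genes, written after this was seen, had a median absolute log2 difference of 0.62 between the 2-day controls and the other controls. Without the 4 genes that prompted the list the median was 0.55 over 12 genes, and it lay from 0.43 to 0.64 with each of the 12 controls left out in turn. The real grouping was the only 1 of the 220 choices of 3 of the 12 controls to give as much. For the controls of 10, 20 and 30 days, 29, 102 and 108 choices gave as much as the real one. This argues against a coincidental grouping of the muscles, but the 12 genes belong to the same clock as the 4 and are not independent evidence, and the 2-day controls were singled out after their values were seen. Scaling is argued against, since on the values as deposited the median difference of all transcripts was -0.0124 where that of Dbp was 2.99. A candidate explanation is that the 2-day muscles were taken at another phase of the clock. It cannot be told apart from other differences between the time points, such as feeding, recovery from surgery and handling, since each time point has its own animals and no time of day was used here. The count itself is fragile. It was 0 without replicate 1 of the 2-day controls, replicate 2 of the 10-day or 20-day controls or replicate 2 or 3 of the 30-day controls. It was 1 without replicate 3 of the 2-day or 20-day controls and 5 without replicate 2 of the 2-day or replicate 3 of the 10-day controls.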

How the results depend on the processing

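The settings below are alternatives set before the data were examined, apart from those named as added later or as chosen after the values were seen. A result with a test counts as changed in direction only where it passes the threshold under a setting in the opposite direction, since a value past the threshold under neither setting has no direction. The scaling is the main choice made after the totals per sample were seen, and both scalings are given.

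Over the counts of changed transcripts at 2, 10, 20 and 30 days, which were 3087, 3063, 2231 and 2156, several settings stayed within 1.5 times: an unadjusted p under 0.01, no filter, sums per gene, both fits on the values as deposited, and, added later, a pseudocount of 0.1 and an intensity trend. An adjusted p under 0.01 gave 1808, 1910, 1290 and 1146, by its stricter threshold. A filter on a mean value of at least 10, added later, gave 1643, 1390, 1032 and 1121, with fewer transcripts tested. Time-matched controls gave 1951, 1724, 1390 and 949. This setting has 3 controls in place of 12 and only controls of the same time point, and which of these lowered the counts was not tested. With 30-day control replicate 1 also left out, chosen after its values were seen, 699 had changed at 30 days and 304 at all 4 time points. With animal as a block, the paired comparison, the counts were 2058, 1876, 1559 and 1041, and the cause was not tested. The count at all 4 time points, 818, became 463 at an adjusted p under 0.01, 472 with the filter on a mean of at least 10, 387 with time-matched controls and 462 with the block, and it was 559 on the values as deposited.

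The share of higher transcripts depended on the scaling and on the filter. Before rescaling it was 74.9%, 76.4%, 61.6% and 20.3%, against 54.9%, 55.7%, 56.2% and 54.0% after rescaling. The construction shows the cause: with 1 total per sample, the median log2 fold change of all transcripts at 30 days is -0.18. The filter on a mean value of at least 10, added later, gave 42.4%, 37.1%, 38.8% and 46.5%, so that most changed transcripts were lower at every time point, and it keeps 3916 transcripts. Which scaling is nearer the amount of RNA per muscle cannot be read from values without counts or spike-ins.

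Between 2 and 10 days the count of 161 became 39 at an adjusted p under 0.01, 683 at an unadjusted p under 0.01, 76 on the values as deposited with a pseudocount of 0.1 and 95 with that pseudocount on the rescaled values, added later. Between 10 and 20 days, 3 became 347 at an unadjusted p under 0.01, 25 on the values as deposited, 6 on them with a pseudocount of 0.1, 5 without a filter and 19 with sums per gene, and, with settings added later, 0 with the pseudocount of 0.1 and 8 with the filter on a mean of at least 10. Between 20 and 30 days, 3 became 206 at an unadjusted p under 0.01, and 0 at an adjusted p under 0.01, on the values as deposited with a pseudocount of 0.1, without a filter, and, with settings added later, with the pseudocount of 0.1, the filter on a mean of at least 10 and the intensity trend. Contrasts of the change from the contralateral muscle, with animal as a block, were also added later and gave 3, 0 and 0. The causes were not tested beyond the thresholds themselves. In contrasts of 2 with 20, 2 with 30 and 10 with 30 days, added later, 784, 1533 and 273 transcripts had changed. The values as deposited gave 862, 3035 and 1725. Set against the contralateral muscles, with animal as a block, the counts were 64, 135 and 6. The cause of these differences was not tested. Without 1 trained muscle of the 2 time points each they lay from 274 (without 2-day replicate 2) to 1163, from 627 (without the same muscle) to 1944 and from 72 (without 10-day replicate 1) to 353.

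Among the control groups, 3 transcripts became 1 without a filter, and, with settings added later, 1 on the values as deposited and 0 with a pseudocount of 0.1 (1094 at an unadjusted p under 0.05). Of the 60 gene set tests 35 passed with the preset correlation, 31 with fry, 38 with the block and 35 on the values as deposited. With an estimated correlation 4 passed, because camera then widens its null by the correlation within each set. The first principal component held 30.6% (SD 0.590 over fits without 1 sample each), 21.0% with unit variance, 53.2% with the 500 most variable transcripts, 73.6% on the values as deposited without a log and, added later, 28.9% on them with a log. The cause was not tested.

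With 1 trained muscle or 30-day control replicate 1 left out, and no other control, the counts lay from 1351 (without replicate 2, with 1997 without replicate 3) to 3397 at 2 days, from 1959 (without replicate 1) to 3045 at 10 days, from 1578 to 2248 at 20 days and from 1302 (without replicate 2, with 1304 without replicate 3) to 2271 at 30 days, the highest at 10, 20 and 30 days being without 30-day control replicate 1. They lay from 580 to 873 at all 4 time points, from 47 to 378 between 2 and 10 days, from 2 to 79 between 10 and 20 days and from 0 to 4 between 20 and 30 days. Among the control groups, with each of the 12 controls left out in turn, they lay from 0 to 5, and gene set tests, without each trained muscle, from 34 to 36.

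Over single transcripts and sets, 3394 comparisons with an alternative were made. Of these 3135 kept their call, 216 lost it, 41 gained one and 2 changed direction. The latter are Arntl-201 at 2 days, -0.30 against the pooled controls and 0.87 both with animal as a block and with time-matched controls. The value of the 2-day controls shows why: it was 3.09 where the other controls had 10.7. The largest numbers of lost calls came with time-matched controls (33), an estimated correlation (31) and the block (30). For the mitochondrial mRNAs at 30 days, 1 control library decided many calls: 0 of 12 passed against time-matched controls with it and 7 without it.

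The DESeq2 Wald and likelihood ratio tests, the TMM and DESeq2 factors in edgeR and a filter on a mean count of at least 50 were not run, since they need counts. The paper states a minimum number of reads per sample, but the values used here keep no depth, and no limit was computed for transcripts listed at 0. Fold changes of low transcripts such as Npas2 are compressed by the added 1.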

Differences from the paper's values

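At 30 days the paper reports 17.1% of changed transcripts as higher, and the value here was 54.0%. The paper's percentage fits its count of higher transcripts only if its count of lower ones is read as the total. That reading was used here, and the other would give the paper a larger total at 30 days. Of the alternatives set before the data were examined, the values as deposited with a pseudocount of 1 gave 20.3% and with a pseudocount of 0.1 19.5%, both within 1.5 times the paper's value, and none of the others closed the gap. The first of these is the literal reading of the analysis set beforehand. At 2 and 10 days the paper's shares also lie nearer the values as deposited (74.9% and 76.4%) than the rescaled ones (54.9% and 55.7%). At 20 days the paper's share lies nearer the rescaled value (56.2%) than the value as deposited (61.6%).

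The paper counts 519 transcripts changed at all 4 time points, and the count here was 818. Of the alternatives set before the data were examined, the values as deposited (559, and 557 with a pseudocount of 0.1), an adjusted p under 0.01 (463), animal as a block (462), time-matched controls (387) and 10 of the 12 fits without 1 trained muscle (580 to 765) came within 1.5 times. An unadjusted p under 0.01, no filter, sums per gene and the other fits without 1 trained muscle did not. A filter on a mean value of at least 10, chosen after seeing the values, gave 472.

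For the first principal component the paper gives 66.43% in its results and 19.7% in the legend of Figure 2, and the share here was 30.6%. The 500 most variable transcripts (53.2%) and the values as deposited without a log (73.6%), both set before the data were examined, came within 1.5 times the former, and unit variance (21.0%) within 1.5 times the latter. Each failed on the other value. The values as deposited with a log, chosen after seeing the values, gave 28.9%, within 1.5 times the latter.

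For Myh2 the paper gives log2 fold changes of -0.71, -4.41, -6.08 and -5.87 at 2, 10, 20 and 30 days. Those of the transcript at its position were -0.19, 0.20, -0.18 and 0.10, and none of the alternatives set before the data were examined closed the gap at any time point. Sums per gene were not applied to these transcripts. Those of the Myh4 transcript from 53781239 to 53848347, considered after its values were seen, were -0.75, -4.61, -6.13 and -6.59, and those of the transcript at the position of Myh4 were similar. For Mt-nd5 at 20 days the paper gives a log2 fold change of -2.51, and the value here was -0.21, with none of the alternatives set before the data were examined closing the gap.

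Some statements without a printed value also differed. The paper reports Mt-co1, Mt-co2, Mt-co3, Mt-cyb and Mt-atp8 as lower at 2 days, and none passed here as a single transcript, while the mitochondrially encoded mRNAs as a set were lower with camera (adjusted p = 0.00207) and did not pass with fry (0.0571). Mt-co1 passed on the values as deposited (adjusted p = 0.0449) and with sums per gene (0.0407). With the filter on a mean of at least 10, chosen after seeing the values, Mt-co1, Mt-co2 and Mt-atp8 passed (adjusted p = 0.0305, 0.0464 and 0.0407), and without 30-day control replicate 1, also chosen after, Mt-co1 and Mt-atp8 did (0.0209 and 0.0415). At 10 days the paper also has Mt-co1, Mt-co2 and Mt-nd3 as lower, which did not pass here (adjusted p = 0.105, 0.0980 and 0.0723), apart from Mt-nd3 with that filter (0.0468).

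The paper reports Myh3 as higher at 2 days and Myh8 as higher at 20 days, where they had log2 fold changes of 0.89 and 0.62 and did not pass (adjusted p = 0.0643 and 0.0694). Myh3 passed on the values as deposited (0.0374, and 0.0473 with a pseudocount of 0.1), with sums per gene (0.0476) and with the filter on a mean of at least 10, chosen after seeing the values (0.0371). Myh8 passed without trained replicate 3 (0.0440).

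The paper describes the ribosome as lower at 30 days, where the median log2 fold change of cytoplasmic ribosomal proteins was 0.08 here and -0.12 on the values as deposited, neither past the threshold. Without trained replicate 1 it passed at 30 days in the other direction (0.17). It describes the proteasome, ER protein processing and ribosome biogenesis as lower at 20 and 30 days. Their medians were 0.01, -0.08 and -0.05 at 20 days and 0.04, -0.05 and -0.06 at 30 days, none past the threshold, apart from ribosome biogenesis at 30 days on the values as deposited (-0.27, adjusted p = 0.0168), a setting added for gene sets after seeing the values. The sets are not the KEGG lists of the paper.

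The paper describes Max as nearly switched off at 20 and 30 days, where its values were 9.77 and 9.29 against 12.2 in control muscles. It also describes Max as lower throughout, and the changes at 2 and 20 days did not pass (adjusted p = 0.270 and 0.0745), apart from that at 20 days with the filter on a mean of at least 10, chosen after seeing the values (0.0433). It reports Nfatc3 as lower at every time point, and the change at 30 days was -0.08 (adjusted p = 0.733). It describes Clock and Npas2 as falling most at 2 and 10 days. Clock did not pass at either, nor Npas2 at 10 days, and the changes of Clock against the time-matched controls were 0.16 and -0.37. With animal as a block the largest fall of Clock was at 20 days, where it passed (-0.58, adjusted p = 0.0377). With sums per gene, set before the data were examined, Clock passed at 10 days against the pooled controls (-0.34, adjusted p = 0.0404). It describes Usf1 and Tcf3 as rising early, and neither passed at 2 or 10 days. It describes 10 genes as rising and then returning to control levels, where Amd1 fell and Atf3 was still at 3.98 at 30 days.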

Other observations

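The gene lists and the settings for testing them, apart from the values as deposited, were set before the data were examined. Of the other tests below, only that of the fold changes in the supplement was set before its result was seen. The rest were chosen after.

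The counts of changed transcripts were compared with those of other splits. At 2, 10, 20 and 30 days, of 100 drawn splits of the 15 samples into 12 and 3, only the real one, 1 of 100 each, gave as many changed transcripts, and the same held at all 4 time points together, again 1 of 100. Within pairs, where the 2 muscles of an animal were exchanged, 1 of 8 splits gave as many at each time point, the smallest share that 3 pairs allow. The largest count of another split was 1863 at 2 days. For gene sets, 2 of 100 splits gave as many sets at 2 days, 23 of 100 at 10 days, 75 of 100 at 20 days and 38 of 100 at 30 days. The number of sets past the threshold at 10, 20 and 30 days is therefore what other splits often give. On its own it does not tell training from another grouping. Some of these splits place trained muscles in the group of 3 and so carry part of any training effect. The other time points kept their real labels in the adjustment.

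Since the 4 comparisons share their controls, fold changes are alike even without an effect. Over transcripts, r between time points lay from 0.523 to 0.815, against 0.191 to 0.200 for simulated unchanged groups.

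The mostly lower transcripts that the paper reports at 30 days may follow from 1 total per sample, since on such values 20.3% of the changed transcripts were higher. Against this, the fold changes of 864 transcripts in Supplementary File 1 lie at the rescaled values, with a median difference of 0.00686 at 2 days, where the values as deposited differ by -0.105. The part of that file that could be read holds no fold changes at 30 days, which keeps the question open. The paper's shares of higher transcripts at 2 and 10 days also lie nearer the values as deposited, and that at 20 days nearer the rescaled ones. The authors' gene-level table has 82.7%, 85.9%, 45.7% and 4.79% of the authors' own calls higher at 2, 10, 20 and 30 days.

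The paper's fold changes of Myh2 and Myh4 run in parallel. Those of Myh2 differ by at most 0.724 (log2) from those of the Myh4 transcript from 53781239 to 53848347, which overlaps the one at the position of Myh4, and by up to 5.97 from those of the transcript at the position of Myh2. The transcript at the position of Myh4 itself, with -0.68, -4.52, -6.17 and -6.54 at 2, 10, 20 and 30 days, lies about as near to the paper's Myh2, so these data do not tell which of the overlapping transcripts it was. The values are consistent with the paper's Myh2 being a transcript that overlaps Myh4. The annotation that the paper used for Figure 1F was not examined.

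A list of macrophage markers, of which 13 were expressed in these muscles, was higher at 2, 10, 20 and 30 days, with medians of 1.25, 1.20, 1.06 and 1.13 and 13 of 13 genes above 0 each time. Of these genes the paper names C1qb and Csf1r. Scaling is argued against, since the median at 30 days was 0.95 on the values as deposited, where all transcripts shift down. The list passed with fry and not with an estimated correlation (adjusted p from 0.122 to 0.174). More macrophages, and higher expression in the cells already there, both stay open and were not tested.

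Other lists written before the data were examined gave these median log2 fold changes at 2, 10, 20 and 30 days. Denervation markers stood at 0.88, 0.57, 0.14 and 0.15, regeneration markers at 0.51, 0.72, 0.21 and 0.34, lysosome at 0.23, 0.28, 0.19 and 0.21, focal adhesion at 0.41, 0.69, 0.46 and 0.42 and mitochondrially encoded mRNAs at -0.40, -0.46, 0.05 and 0.65. With the preset correlation, lysosome and focal adhesion passed at every time point, mitochondrially encoded mRNAs at 2, 10 and 30 days, denervation markers at 2 and 10 days and regeneration markers at 10 days. Regeneration markers also passed at 2 days with fry and with animal as a block (adjusted p = 0.0190 and 0.0337). Denervation markers did not pass at 10 days without replicate 2 (adjusted p = 0.0507).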
